# Loss of *Mst1/2* activity promotes non-mitotic hair cell generation in the neonatal organ of Corti

**DOI:** 10.1038/s41536-022-00261-4

**Published:** 2022-10-25

**Authors:** Xiaoling Lu, Huiqian Yu, Jiaoyao Ma, Kunkun Wang, Luo Guo, Yanping Zhang, Boan Li, Zehang Zhao, Huawei Li, Shan Sun

**Keywords:** Translational research, Mechanisms of disease, Regeneration

## Abstract

Mammalian sensory hair cells (HCs) have limited capacity for regeneration, which leads to permanent hearing loss after HC death. Here, we used in vitro RNA-sequencing to show that the Hippo signaling pathway is involved in HC damage and self-repair processes. Turning off Hippo signaling through *Mst1/2* inhibition or *Yap* overexpression induces YAP nuclear accumulation, especially in supporting cells, which induces supernumerary HC production and HC regeneration after injury. Mechanistically, these effects of Hippo signaling work synergistically with the Notch pathway. Importantly, the supernumerary HCs not only express HC markers, but also have cilia structures that are able to form neural connections to auditory regions in vivo. Taken together, regulating Hippo suggests new strategies for promoting cochlear supporting cell proliferation, HC regeneration, and reconnection with neurons in mammals.

## Introduction

Hair cell (HC) damage causes permanent sensorineural hearing loss and affects millions of people all over the world^1,2^. Damaged adult mammalian HCs lack regenerative ability^3,4^, although supporting cells (SCs) are a potential resource for regenerating HCs^5,6^. When HCs are damaged in the neonatal mammalian cochlea, SCs can regenerate HCs either through mitotic regeneration or through direct trans-differentiation after activating stem cells or progenitor cells, but this regenerative capacity is quite limited^7–11^. Importantly, HC regeneration does not occur when ablation of HCs is induced after one week of age in vivo^12,13^. The interactions and mechanisms underlying regeneration require further research, particularly in the context of cellular damage paradigms.

Hippo signaling is a highly conserved signaling pathway that plays pleiotropic roles in modulating cell proliferation, differentiation, survival, and death^14^. In mammals, the Hippo pathway consists of the serine/threonine kinases mammalian sterile 20-like kinase 1/2 (MST1/2) and large tumor suppressor 1/2 (LATS1/2), while Yes-associated protein (YAP) is the major downstream mediator of the Hippo pathway^15–17^. Upon stimulation, phosphorylated MST1/2-SAV1 activates the LATS1/2-MOB1a/b complex, which in turn phosphorylates the downstream transcriptional effector YAP to promote its cytoplasmic localization, which is called Hippo-on^18^. In the absence of phosphorylation, YAP is diverted into the nucleus (Hippo-off), where it cooperates with the transcriptional cofactor *Tead* to regulate its target genes that are involved in cell proliferation and differentiation^19,20^.

Previous studies focused on the important role of Hippo signaling in tumorigenesis because the upregulation of Hippo signaling promotes cell growth and inhibits cell apoptosis in almost all tumor tissues^21^, especially its cross-talk with other signaling pathways^22,23^. Comparative microarray analysis demonstrated that *Yap* deficiency-induced gene expression changes in the Wnt signaling pathway, and this may be associated with HC (neuromast) regeneration in zebrafish^24^. In the auditory system, Gnedeva et al. reported that the conditional loss of *Yap* was associated with cell cycle exit during the embryonic stage in the organ of Corti and led to significantly smaller sensory organs^25^. The findings by Rudolf et al. suggested that cellular damage overcomes inhibitory Hippo signaling and facilitates regenerative proliferation in non-mammalian utricles, whereas suppressing YAP-TEAD signaling in mammalian utricles contributes to maintaining the proliferative quiescence^26^. The different cellular localizations of YAP may partially account for the regenerative abilities of the utricles in chicks^27^. However, most studies on the Hippo signaling pathway have focused on its function in inhibiting cell proliferation and promoting withdrawal from the cell cycle in the inner ear, and not on its application for promoting HC regeneration.

In this study, we focused on Hippo signaling in the mouse cochlea and found that it is involved in the processes of HC regeneration. We further found that YAP nuclear accumulation is increased after neomycin insult, and promoting YAP to enter the nucleus results in increased supernumerary HC generation in neonatal mice. More importantly, our results demonstrated that the newly generated HCs induced after *Mst1/2* knockout in Sox9-positive supporting cells (SCs) were functional in vivo, which is particularly noteworthy in mammals.

## Results

### Hippo signaling was involved in the regeneration process in damaged cochleae in vitro

Aminoglycoside antibiotics (such as neomycin) are known toxins to cochlear HCs, and progressive HC loss was found in cochleae from the apical to basal turns after neomycin treatment (Fig. 1a–c, Fig. S1). Meanwhile, very few proliferative SCs were observed in such situations, and these were mostly distributed in the apical turns (Fig. 1d). 

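RNA was sequenced from cochlear explants, pieces of the inner ear of mice at postnatal day 2 kept in culture. After 12 h in culture they received neomycin, an aminoglycoside that kills HCs, at 1 mM over 6 h. A further 5 days of culture with EdU at 10 μM followed. The control group is taken here as explants without neomycin, as Fig. 1 shows it; the sample labels give the same 1 mM treatment text for all 6 samples. There were 3 control and 3 neomycin samples, each a pool of 6 to 8 cochleae. The authors trimmed the reads with trimmomatic, aligned them to the mm10 mouse genome with Hisat2, counted them per gene with HTSeq, and deposited the counts without normalization for 24421 gene symbols. The total counts were 66068108, 50471116 and 56521822 in control replicates 1, 2 and 3, and 53194501, 60942204 and 55796831 in neomycin replicates 1, 2 and 3. No gene had a count in any sample for 4596 of the symbols. From these counts, library sizes were scaled by the TMM method of edgeR, and 15988 genes with enough counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change over 1.5, the thresholds of the paper's methods, which used DESeq2. Replicates differed by more than sampling noise, with a mean chi-square per gene between 13.4 and 45.0 over the pairs of samples within a group, so no library was counted as a repeat of another. The share of counts taken by the 10 largest genes lay between 6.19% and 6.97% in every sample. Coordinates are those of the GENCODE annotation of the same mouse build, which holds 23384 of the symbols directly and 667 through an older symbol.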

In order to explore the molecular mechanism based on SC proliferation, principal component analysis (PCA) of normalized RNA-seq data was performed to investigate overall variances between and within the two groups. Neomycin-treated cells and control cells formed distinct clusters along PC1, which explained 86% of the variance. 

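Principal components were computed from the counts after the variance stabilizing transformation of DESeq2, over the 500 most variable genes, centred and not scaled. PC1 held 86.0% of the variance. The 3 control samples had PC1 scores of -11.9, -11.8 and -9.92, and the 3 neomycin samples 9.92, 11.3 and 12.3. The group means were -11.2 and 11.2, with an SD of 1.11 in the control group and 1.21 in the neomycin group (n = 3 each). An exact two-sided permutation test of the PC1 scores gave p = 0.1, the smallest p that 3 samples against 3 allow. Of the 500 genes, 471 were differentially expressed and 402 of these were lower after neomycin, and 26 belonged to a list of 40 HC marker genes written before the data were examined. The share moved most with log2 CPM (TMM-scaled counts for a common library size) in place of the variance stabilized values, to 51.1%.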

Within-group variance was revealed by PC2, which accounted for only 7% of the variance. 

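PC2 held 6.56% of the variance in the same analysis. Its scores were 3.90, -0.39 and -4.24 in control replicates 1, 2 and 3 and 3.62, 0.43 and -3.33 in neomycin replicates 1, 2 and 3. The SD within the control group was 4.07 and within the neomycin group 3.48, while the group means differed by less than either (exact two-sided permutation test, p = 0.8). Left out one at a time, the 6 samples moved the PC2 share between 5.91% and 8.55%.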

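Between the neomycin and control explants, 1413 genes were differentially expressed, 358 higher and 1055 lower after neomycin. In 6949 of the 15988 genes tested, or 43.5%, the values of the groups did not overlap, where chance gives 10%. Without the fold change threshold, 4629 genes had an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 2058 higher and 2571 lower. This was the alternative that moved the count most. The gene with the largest fall among those chosen by the rule set before the data were examined was Ryr1, on chromosome 7 from 29003344 to 29125179, at 6.45 ± 1.19 CPM (counts scaled by TMM to a common library size) in control and 0.288 ± 0.140 after neomycin (SD, n = 3). Its log2 fold change was -4.49 (standard error 0.32, adjusted p = 1.97e-06, edgeR), and genes on the opposite strand overlap it, which unstranded counting could mix. A530016L24Rik, on chromosome 12 from 112489448 to 112499927, fell from 2.38 ± 0.154 to 0.140 ± 0.0515 CPM, with a log2 fold change of -4.07 (standard error 0.37, adjusted p = 1.59e-05, edgeR). Slc26a5, which encodes the outer HC motor protein prestin, on chromosome 5 from 21810655 to 21865604, fell from 25.8 ± 2.33 to 1.61 ± 0.280 CPM, with a log2 fold change of -3.99 (standard error 0.14, adjusted p = 9.4e-09, edgeR). Dytn, on chromosome 1 from 63622851 to 63686927, had a log2 fold change of -3.94 (standard error 0.28, adjusted p = 1.96e-06, edgeR), and Gpihbp1, on chromosome 15 from 75596628 to 75599481, had -3.56 (standard error 0.29, adjusted p = 6.86e-06, edgeR).
For genes of the ribosome and of ribonucleoproteins, gene lists written before the data were examined were set beside all other genes tested with limma's camera, with Benjamini-Hochberg adjustment over 20 lists. The 79 cytosolic ribosomal protein genes had a median log2 fold change of 0.34, and 78 of them rose (adjusted p = 2.83e-11). Their mean log2 CPM relative to the control mean was -0.17, -0.03 and 0.20 in the control samples and 0.14, 0.43 and 0.44 after neomycin, so the groups overlapped, and 2 of the 10 ways of dividing the 6 samples into 3 against 3, the real one included, gave a median as large in size. All 74 mitochondrial ribosomal protein genes rose, with a median log2 fold change of 0.29 (adjusted p = 5.29e-15), and so did all 19 small nuclear ribonucleoprotein genes tested, with a median of 0.34 (adjusted p = 9.59e-07). With a correction for gene length the mitochondrial median shrank to 0.15 (camera, adjusted p = 2.29e-06). The small nuclear ribonucleoprotein median shrank to 0.24 (camera, adjusted p = 0.000118) and the cytosolic one to 0.14 (camera, adjusted p = 0.000118). For 116 ribosome biogenesis factors the median was 0.06 (adjusted p = 0.0917), with 73 rising and 43 falling. Without control replicate 2 or 3 it was 0.08 or 0.09, with adjusted p-values of 0.0264 and 0.0304. For 20 hnRNP genes the median was 0.07 (adjusted p = 0.197). Adjusted over the list alone, 61, 63, 9, 16 and 1 of the genes in these 5 lists had an adjusted p-value under 0.05, against 44, 52, 18, 14 and 2 adjusted over all genes tested. Past the fold change threshold of 1.5 there was 1 mitochondrial ribosomal protein gene and 0 genes of the other 4 lists, also 0 at an unadjusted p under 0.05 with that fold change. Of all 15988 genes tested, 358 were called higher. Under the rotation test fry, the adjusted p-values of the cytosolic ribosomal proteins and of the ribosome biogenesis factors were 0.113 and 0.323, and those of the mitochondrial ribosomal proteins and small nuclear ribonucleoproteins were 0.0312 each. With the correlation between genes estimated from the data in place of the preset 0.01, camera called 0 of the 20 lists, and 2 had an unadjusted p under 0.05. With the preset correlation, camera called between 4 and 13 lists for the 9 other ways of dividing the 6 samples into 3 against 3, each of which keeps part of the difference between neomycin and control, against 11 for the real one.

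**Figure D1:**
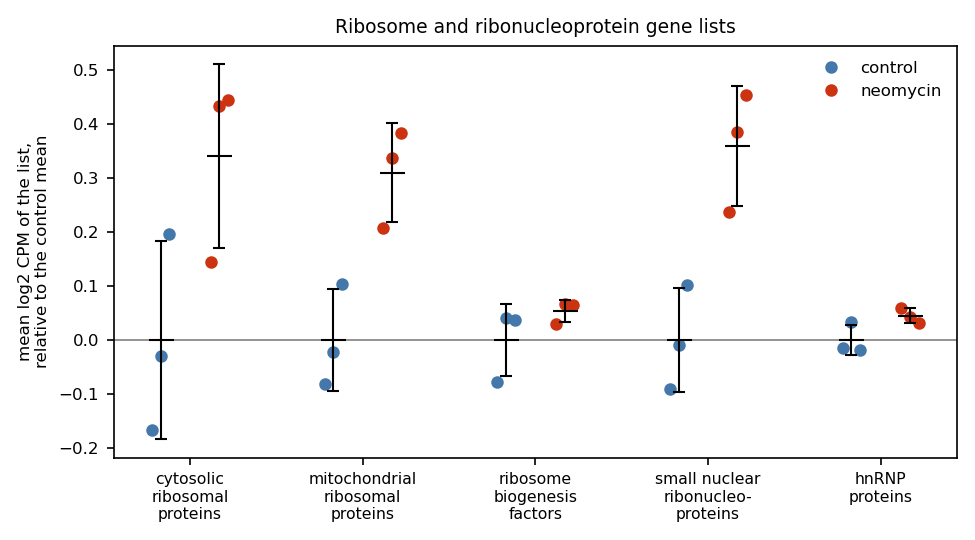
Mean log2 CPM over the genes of each list, relative to the control mean, for each of the 3 control and 3 neomycin samples; bars give the mean and SD. The cytosolic ribosomal protein values of control replicate 3 (0.20) and neomycin replicate 1 (0.14) overlap.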

From the volcano plot and Gene Ontology analysis, we found that the ribonucleoprotein complex and ribosome biogenesis were significantly upregulated, which was closely related to cell proliferation or regeneration (Fig. S2). 

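Lists of signaling genes written from general knowledge before the data were examined stand here in place of the pathway database, which was not used. For enrichment the paper's methods used a looser false discovery rate cutoff than the 0.05 used for lists here. Of 41 Hippo pathway genes, 34 fell after neomycin, with a median log2 fold change of -0.25 (camera, adjusted p = 7.73e-05), and 6 were differentially expressed, all lower. For 13 core Hippo genes the median was -0.20 (camera, adjusted p = 0.00985), and for 22 genes that YAP activates it was -0.34 (camera, adjusted p = 0.00912), with 6 differentially expressed. Of 51 Notch pathway genes, 33 fell and 18 rose, with a median of -0.13 (camera, adjusted p = 0.0917), and -0.15 without neomycin replicate 1 (adjusted p = 0.0418). Of 60 Wnt pathway genes, 35 fell and 25 rose, with a median of -0.04 (camera, adjusted p = 0.197). Over the 10 ways of dividing the 6 samples into 3 against 3, the real one included, 2 gave a median as large in size for core Hippo genes, 1 for the Hippo pathway, 1 for YAP targets, 1 for Notch and 4 for Wnt. With the gene length correction core Hippo genes had a median of -0.14 (camera, adjusted p = 0.147). The Hippo pathway median shrank to -0.16 (camera, adjusted p = 0.0124) and that of YAP targets to -0.27 (camera, adjusted p = 0.0146). Under fry the adjusted p-values were 0.0312 for the Hippo pathway, 0.0294 for its core, 0.0312 for the YAP targets, 0.0463 for Notch and 0.0998 for Wnt. In the lists of Hippo pathway, Notch and Wnt genes, 22, 22 and 17 genes had an adjusted p-value under 0.05 over all genes tested, and 24, 24 and 19 had one adjusted over the list alone. The share of differentially expressed genes was 14.6% in the Hippo pathway list, 9.80% in the Notch list and 11.7% in the Wnt list against 8.84% of all genes tested, with adjusted p-values of 0.287, 0.845 and 0.491 from Fisher's exact test (two-sided). In the YAP target list it was 27.3% (adjusted p = 0.0340) and in the core Hippo list 23.1% (adjusted p = 0.184). Without the fold change threshold, 20 Hippo pathway, 18 Notch and 13 Wnt genes were lower (Fisher's exact test, unadjusted p = 1.07e-06, 0.000768 and 0.221). Fisher's test treats genes as independent replicates, so these values do not measure the spread between samples. Among 890 Reactome sets of 10 to 500 tested genes, 131 rose and 126 fell at an adjusted p-value under 0.05. Signaling by Hippo ranked 240 by p-value, with 20 genes and a median of -0.23 (camera, adjusted p = 0.0391; fry, 0.0532). Signaling by NOTCH ranked 389 with a median of -0.10 (camera, adjusted p = 0.198; fry, 0.0565), and Signaling by Wnt ranked 759 with a median of 0.02 (camera, adjusted p = 0.729; fry, 0.758).

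**Figure D2:**
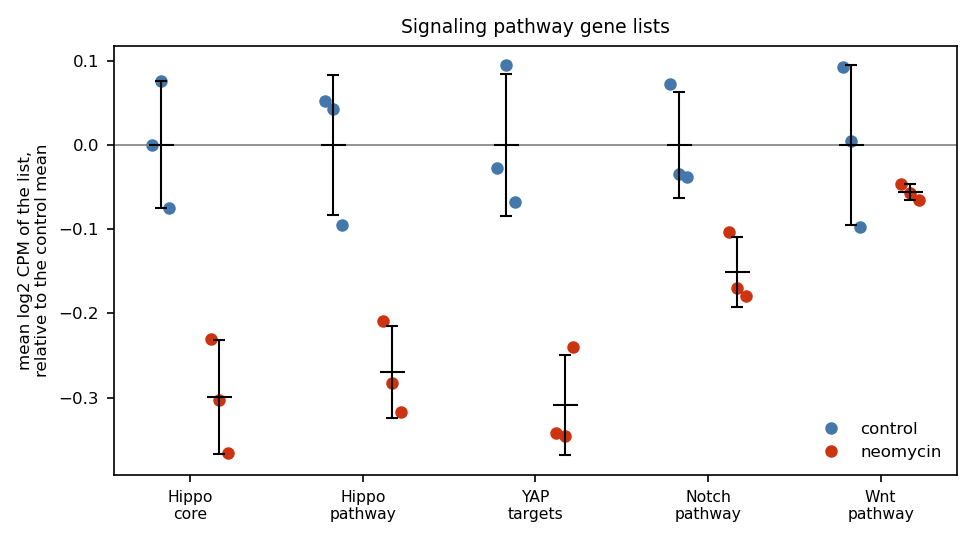
Mean log2 CPM over the genes of each signaling list, relative to the control mean, for each of the 3 control and 3 neomycin samples; bars give the mean and SD. The Hippo pathway list has a median log2 fold change of -0.25 and the Wnt list one of -0.04.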

Kyoto Encyclopedia of Genes and Genomes pathway analysis showed that large numbers of signaling pathways, including Hippo and Notch, were involved in the process of HC death or SC proliferation (Fig. 1e). We focused on changes in Hippo signaling after HC damage and found that 56 genes in the Hippo signaling pathway and among its downstream genes were associated with HC damage and repair processes, including *Mst1, Lats1/2*, *Mob1b*, and *Amotl2* (Fig. 1f).

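The heatmap of Fig. 1f names 56 genes, 11 drawn as higher and 45 as lower after neomycin. All 56 had that direction here, with the label Mst1 scored as Stk4, the gene of the kinase MST1. The gene with the symbol Mst1 instead rose, with a log2 fold change of 1.41 (adjusted p = 0.0753, edgeR). The figure does not state which gene was drawn, and the counts of this paragraph rest on Stk4. At the adjusted p-value under 0.01 of the figure's legend (edgeR quasi-likelihood test, Benjamini-Hochberg over all genes tested), 41 of the 56 passed, 7 higher and 34 lower, and 53 passed adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. All 56 had an adjusted p-value under 0.05, and the values of the groups did not overlap for any of them. Because the genes were chosen on these samples, the 10% that chance gives is no null for them. Among all 15988 genes tested, the groups did not overlap for 43.5%. The fold changes were mostly small, and 22 of the 56 passed both an adjusted p-value under 0.05 and a fold change over 1.5. The median log2 fold change was 0.42 for the 11 genes drawn as higher and -0.57 for the 45 drawn as lower. Without neomycin replicate 2 the count at 0.01 was 17, the alternative that moved it most.
The kinase MST1 is encoded by Stk4, on chromosome 2 of mm10 from 164070322 to 164155524. Stk4 had 60.3 ± 1.47 CPM in control and 47.9 ± 4.24 after neomycin (SD, n = 3), a log2 fold change of -0.33 (standard error 0.08, adjusted p = 0.00799, edgeR), and without neomycin replicate 2 its adjusted p was 0.0568. The mouse symbol Mst1 names another gene, macrophage stimulating 1, on chromosome 9 from 108080436 to 108085003, which Rnf123 overlaps on the opposite strand. Mst1 had 4 to 17 counts in the control samples and 17 to 29 after neomycin, a log2 fold change of 1.41 (standard error 0.56, adjusted p = 0.0753, edgeR). Lats1, on chromosome 10 from 7681214 to 7716460, went from 67.8 ± 5.83 to 55.9 ± 3.28 CPM, a log2 fold change of -0.28 (standard error 0.08, adjusted p = 0.0225, edgeR), and with a correction for gene length it was -0.16 (adjusted p = 0.110). Its adjusted p was 0.115 without control replicate 2, 0.0832 without neomycin replicate 2, 0.0956 without neomycin replicate 3 and 0.00877 without control replicate 3. Lats2, on chromosome 14 from 57689662 to 57758388, went from 45.5 ± 4.74 to 30.2 ± 2.03 CPM, a log2 fold change of -0.59 (standard error 0.09, adjusted p = 0.000762, edgeR), and an annotated gene on the same strand overlaps it. Mob1b, on chromosome 5 from 88720855 to 88764220, went from 26.1 ± 4.18 to 14.9 ± 2.72 CPM, a log2 fold change of -0.81 (standard error 0.14, adjusted p = 0.00157, edgeR). Amotl2, on chromosome 9 from 102716672 to 102733418, went from 129 ± 12.0 to 92.2 ± 8.35 CPM, a log2 fold change of -0.48 (standard error 0.09, adjusted p = 0.00213, edgeR). The highest log2 fold change of the list was that of Frmd7, 0.92 (standard error 0.22, adjusted p = 0.00920, edgeR). From these changes the paper states that the genes were associated with HC damage and repair.

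**Figure D3:**
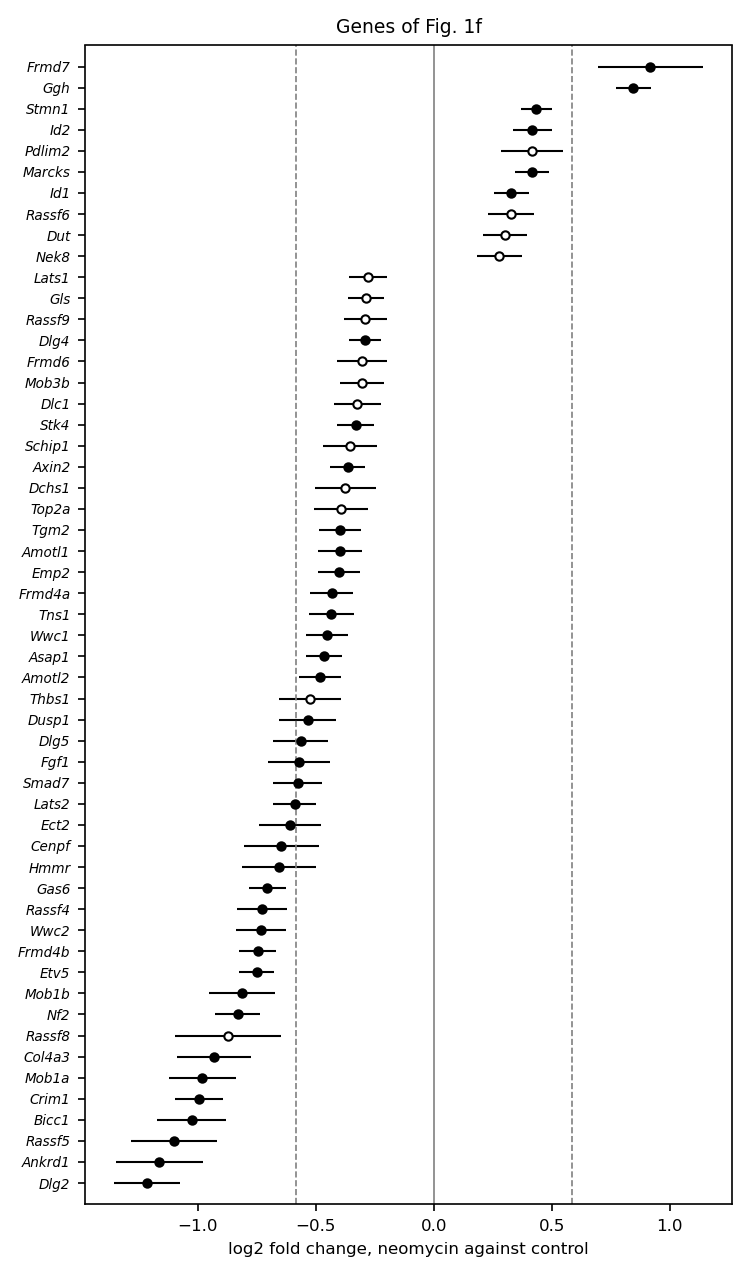
Log2 fold change (neomycin against control, 3 samples each) of 54 genes of Fig. 1f with its standard error; filled points have an adjusted p-value under 0.01 and dashed lines mark a fold change of 1.5 in either direction. The 10 genes to the right of 0 rose and the 44 to the left fell.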

**Fig. 1:**
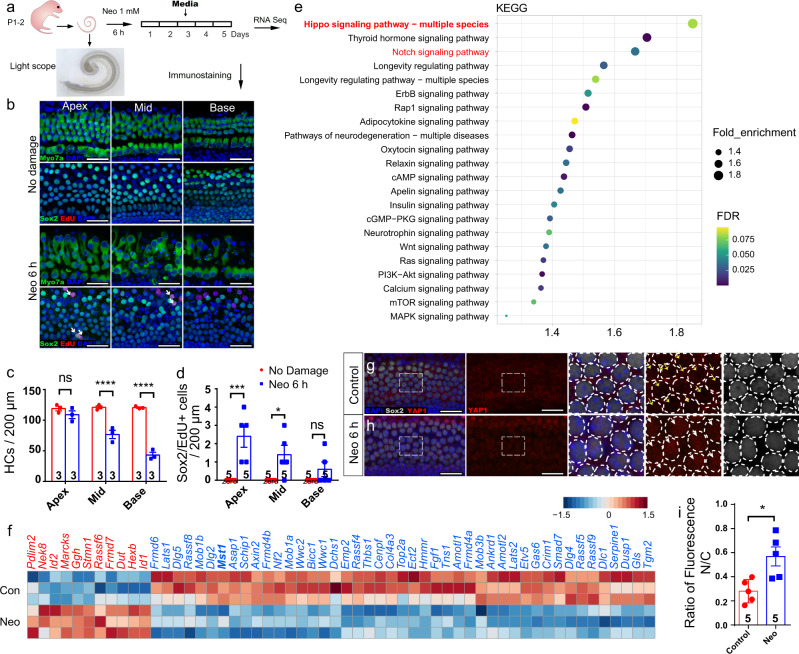
Hippo signaling is involved during post-injury and self-repair processes in damaged neonatal mammalian cochleae in vitro. **a** Cochleae of P2 neonatal mice were isolated and cultured for 12 h, then damaged with 1 mM neomycin for 6 h and cultured for another 5 days with 10 μM EdU. **b**, **c** After neomycin damage, HC death increased from the apex to the base of the cochlea (Myosin7a+ HCs, apex: 109.0 ± 6.4; middle: 76.7 ± 6.7; base: 43.0 ± 4.6), and two-way ANOVA followed by Sidak’s multiple comparison test showed that there was a significant difference in the middle and basal turns. **d** Very few proliferative SCs were observed after HC damage (Sox2/EdU double-positive SCs, apex: 2.4 ± 0.6; middle: 1.4 ± 0.5; base: 0.6 ± 0.4), although two-way ANOVA followed by Sidak’s multiple comparison test showed the significant difference in the apical and middle turns. **e** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the transcriptome data. **f** Heatmap showing relative expression levels of the differentially expressed genes associated with the Hippo signaling pathway after HC damage. (FDR < 0.01; *n* = 3 for each condition). Higher expressed genes are shown in red, while the genes with relatively lower levels are depicted in blue. **g**–**i** Cochleae of P2 mice were dissected and cultured for 12 h and then treated with 1 mM neomycin for 6 h. Immunohistochemical staining was conducted after another 24 h culture. Compared with control groups, immunohistochemical staining and relative fluorescence quantitative analysis results analyzed with two-tailed, unpaired Student’s *t* tests showed that YAP (red) nuclear accumulation in Sox2+ SCs (white) was increased after neomycin injury. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 20 μm.

We further observed that YAP nuclear accumulation in SCs could be triggered by neomycin insult (Fig. 1g–i). It has been reported that YAP nuclear accumulation rapidly decreases in the organ of Corti from embryos to newborns^25^, as confirmed in our results (Fig. S3), which suggests that YAP translocation from the cytoplasm to the nucleus is associated with the regenerative capacity of cochlear cells.

### Hippo-off promoted SC proliferation and led to supernumerary HCs

XMU-MP-1, a selective MST1/2 inhibitor^28^, was used to pharmacologically turn-off Hippo signaling in the mouse cochlea (Fig. 2a). YAP was increased in the SC nucleus (Fig. 2b–h), and the expression of Hippo-related downstream genes was increased in a dose-dependent manner (Fig. 2i). The ratio of nuclear YAP was increased and the level of phosphorylated YAP was decreased in the organ of Corti following XMU-MP-1 incubation, while the level of phosphorylated LATS-1 was decreased (Figs. 2j, k, S4).

**Fig. 2:**
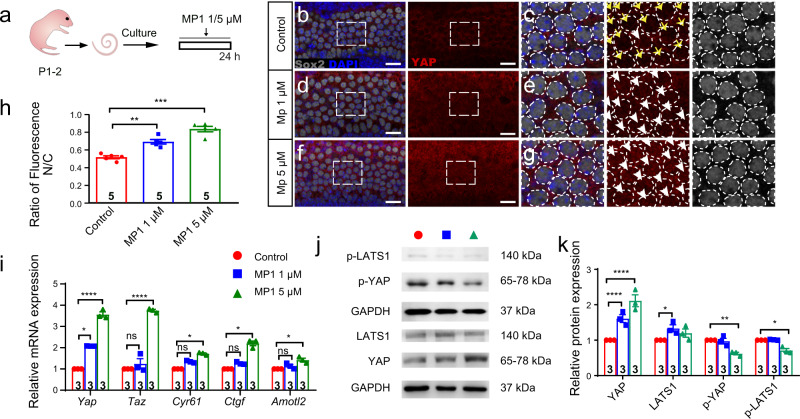
Turning off Hippo signaling induces YAP nuclear accumulation and subsequent interaction with its target genes. **a** Cochleae of P2 neonatal mice were isolated and cultured. After 12 h, 1 μM or 5 μM XMU-MP-1 was added for 24 h. **b**–**g** The distribution of YAP (red) in Sox2+ SCs (white) from P2 neonatal control and 1 µM or 5 μM XMU-MP-1-treated mouse cochleae, respectively. The yellow arrows indicate that the YAP nuclear accumulation was very low in the control group, while the white arrows indicate that the YAP nuclear accumulation was increased in the XMU-MP-1 groups. **h** The relative florescence of YAP in the nuclei and cytoplasm of SCs in the control and XMU-MP-1-treated groups was analyzed with one-way ANOVA followed by Dunnett’s multiple comparisons test, indicating that XMU-MP-1 significantly promoted the translocation of YAP into the nucleus. **i** The relative mRNA expression levels of Hippo pathway-related genes and downstream genes after exogenous XMU-MP-1 treatment analyzed with one-way ANOVA followed by Tukey’s multiple comparisons test. **j**, **k** The western blots and the relative fluorescence quantification of p-YAP, p-LATS, YAP, and LATS in the control group and the XMU-MP-1 groups analyzed with two-way ANOVA followed by Dunnett’s multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 20 μm.

We next generated Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+ transgenic mice to turn-off Hippo specifically in SCs in vivo (Fig. 3a), which confirmed that conditional knockout of *Mst1/2* in SCs drives YAP translocation into the SC nuclei (Fig. 3b, c). The schematic diagram in Fig. 3d shows the structures and cell subtypes of the cochlea. We confirmed that there was no significant difference between Mst1^fl/fl^/Mst2^fl/fl^ transgenic mice and wild-type (WT) mice without Cre activation (Fig. S5). With tamoxifen injection in the WT control groups, no EdU+/Sox2+ cells were observed at postnatal day (P)7, indicating that postnatal SCs were mitotically quiescent after birth (Fig. 3e). However, tamoxifen injection resulted in a significant number of Sox2+/EdU+ cells in the *Mst1/2* knockout mice in both the sensory region (SR) and the greater epithelial ridge (GER) (Fig. 3e–h). Specifically, several Hippo signaling-related genes were changed at both the transcription and translation levels (Figs. S6, S7).

**Fig. 3:**
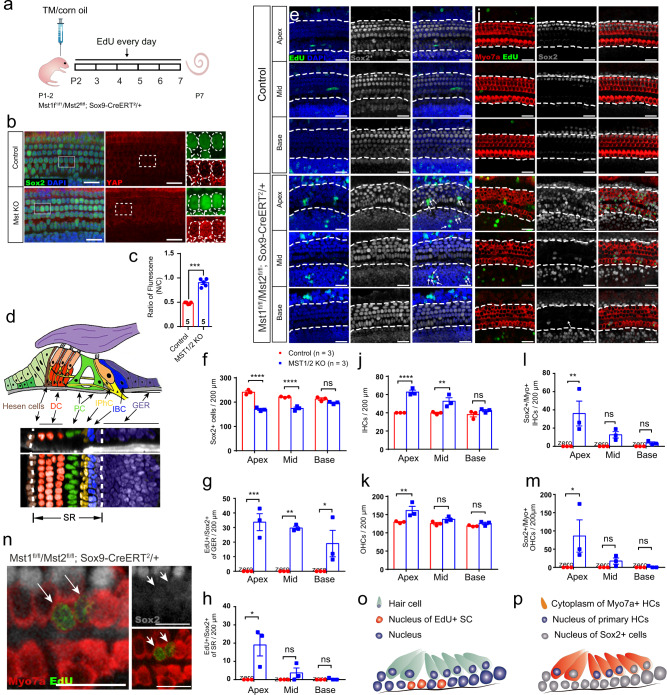
Turning off Hippo signaling initiates the proliferation of SCs and the direct differentiation of HCs from SCs in vivo. **a** Mst1^f1/f1^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice were used to knock out *Mst1/2* in Sox9+ SCs and thus turn-off Hippo signaling to promote YAP nuclear translocation. Tamoxifen was injected at P1–2, and EdU was injected from P2–7 and the cochleae were harvested at P7. **b** Compared with the control groups, there was much more YAP nuclear translocation in Mst1^f1/f1^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice. The nuclei are circled in white. Compared with controls, more YAP was transferred into the cell nucleus in the *Mst1/2* knockout group. **c** The relative florescence of YAP in the nuclei and cytoplasm of SCs in control and *Mst1/2* knockout mice was analyzed with two-tailed, unpaired Student’s *t* tests, indicating that *Mst1/2* knockout promoted the translocation of YAP into the nucleus. **d** The schematic diagram of the sectional views of the organ of Corti. DC, Deiters’ cell; PC, pillar cell; IPhC, inner phalangeal cell; IBC, inner border cell; GER, greater epithelial ridge. **e**–**h** Very few EdU+ SCs were detected in control mice, and two-way ANOVA followed by Sidak’s multiple comparison test showed that there were significantly greater numbers of Sox2+/EdU+ SCs in the SR and GER with the total amount of Sox2+ SCs decreasing in Mst1^f1/f1^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice. **i**–**m** There were large numbers of newly generated HCs among both the IHCs and OHCs, and many Sox2+/Myosin7a+ HCs were detected in both the IHCs and OHCs of Mst1^f1/f1^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice (**i**), and two-way ANOVA followed by Sidak’s multiple comparison test was performed to show the significant differences. **n** Very few Myosin7a+/EdU+ HCs, about 0–2 per cochlea, were observed in Mst1^f1/f1^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice. **o** The schematic diagram of SC proliferation in *Mst1/2* knockout mice in vivo. **p** The schematic diagram of supernumerary HCs in *Mst1/2* knockout mice in vivo. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 20 μm.

Myosin7a was used as the marker for HCs, while Sox2 was used as the SC marker^29,30^. In the HC layer in P7 mice, there were large numbers of Myosin7a+/Sox2+ cells in the transgenic mice, but none were observed in control littermates. The total numbers of both inner HCs (IHCs) and outer HCs (OHCs) were significantly greater, while the total number of Sox2+ cells in the SC layer was smaller in the transgenic mice than in controls (Fig. 3i, j, k). More interestingly, there were significantly greater numbers of Myosin7a+/Sox2+ cells in the transgenic mice, with a decreasing trend from the apex to the base in the cochlea (Fig. 3l, m). It has been reported that some cells that are Myosin7a+ also have Sox2+ nuclei, suggesting that they are newly generated HCs from Sox2+ cells but still at an immature stage^30,31^. Thus, the direct differentiation of SCs into HCs via YAP nuclear translocation resulted in the increased number of HCs and the decreased number of SCs (Fig. 3f, j, k). Furthermore, rare Myosin7a+/EdU+ cells were found in the transgenic mice, which indicated the existence of some mitotic HC generation (Fig. 3n). In conclusion, both direct differentiation and mitotic generation of HCs from SCs via YAP nuclear translocation occurred simultaneously in *Mst1/2* conditional knockout mice, but direct differentiation was the dominant mechanism (Fig. 3o, p).

Sox9 is a member of the Sox family of transcriptional regulators. It is expressed mainly in SCs in the developmental stage of the inner ear^32^. To identify the origin of the proliferating SCs and supernumerary HCs induced by YAP nuclear translocation, the Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+; Rosa26-tdTomato/+ mouse lines were created to conditionally knockout *Mst1* and *Mst2* in the Sox9-tdTomato+ SCs. The results suggested that both the proliferative SCs and the differentiated HCs originated from Sox9+ SCs. In addition, the infrequent Myosin7a+/EdU+ cells were also derived from Sox9-tdTomato+ cells and corresponded to mitotically generated HCs in the lineage-traced Sox9+ SCs (Fig. S8). In summary, most of the supernumerary HCs were Sox9-tdTomato+/EdU–, again illustrating that direct differentiation dominated HC generation upon inhibiting Hippo signaling and that these new HCs derived from Sox9-tdTomato+ SCs.

### The supernumerary HCs were functional but immature in vivo

To identify the subtypes of the newly generated HCs in the *Mst1*^*fl/fl*^*/Mst2*^*fl/fl*^; Sox9-CreERT^2^/+ mice, vGlut3, Prestin, and Oncomodulin (OCM) were used to label the new supernumerary HCs. The Myosin7a+ cells in the OHC region expressed Prestin, while those in the IHC region expressed vGlut3 (Fig. 4a–f). A previous study showed that OCM labeling was mostly confined to OHCs, with some immunoreactivity labeling in IHCs in the early stages of development^33^. Strikingly, our results indicated that almost all new HCs were OCM+ in the transgenic mice, while OCM immunoreactivity was seen almost exclusively in the OHCs in the control group with very low expression among the IHC rows at P7. This result indicated that the newly generated HCs were different from the original HCs to some extent, and perhaps they were more immature.

**Fig. 4:**
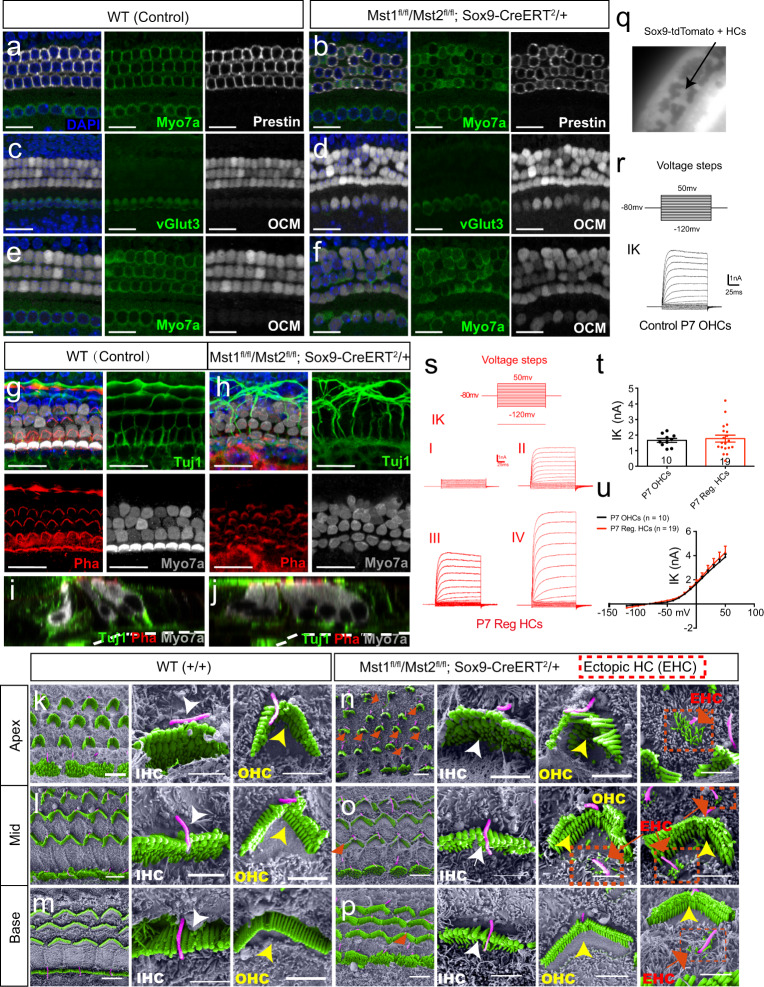
The supernumerary HCs induced by YAP nuclear translocation are functional but immature in vivo. **a**–**f** The supernumerary ectopic HCs in Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice were stained with the IHC marker vGlut3 and the OHC marker Prestin. Compared with WT mice, the newly generated HCs were labeled with OCM despite being located in the IHC and OHC region. **g** Phalloidin was used to label the stereocilia structure, and Tuj1 was used to label the nerve fiber. A “V”-shaped structure in OHCs and a “–”-shaped structure in IHCs labeled by phalloidin were observed and surrounded by orderly nerve fiber connections that were labeled by Tuj1 in P7 control mice. **h** In P7 Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice, almost all HCs—including regenerated HCs—had similarly shaped “V” and “–” structures labeled by phalloidin in the OHCs and IHCs, respectively. Tuj1 labeling showed 1–2 rows of inner HCs and 3–5 rows of outer HCs surrounded by irregular nerve fibers. **i**, **j** The sectional views of phalloidin and Tuj1 staining in control and transgenic mice at P7. **k**–**m** The representative view of ciliary structures from the apical to basal turn of the organ of Corti in WT mice under an electron microscope. **n**–**p** In littermate P7 Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mice, immature hair bundles were detected with a decrease from the apical to basal turn. The enlarged views of IHC and OHC bundles in situ in control and Mst1/2 knockout mice and the immature ectopic hair bundles with slightly longer microvilli and a kinocilium from the apical to basal turn are shown on the right. **q** Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+; Rosa26-tdTomato/+ mice were used to conduct the patch-clamp experiment. After tamoxifen injection at P1-2, cochleae were harvested at P7, thus the Sox9-tdTomato+ HCs could be observed under a microscope. **r** Representative outward K+ currents of WT P7 OHCs evoked by the voltage steps shown above*.* **s** Representative outward K+ currents of regenerated HCs in transgenic mice evoked by the same voltage steps shown above*.* **t** Mean ± SEM IK (Delayed rectifier potassium current) in response to 0 mV depolarization of WT P7 OHCs (*n* = 10) and regenerated HCs (*n* = 19)*.* **u** Mean ± SEM peak current–voltage relations of WT P7 OHCs and regenerated HCs. Data are shown as the mean ± SEM. Scale bars = 20 μm in (**a**–**f**, **g**, **h**). Scale bars = 5 μm in the low magnification and 2 μm in the high magnification, respectively in (**k**–**p**).

Tuj1 was used to label the auditory neuronal projections surrounded by regenerated HC-like cells in vivo. One row of IHCs and three rows of OHCs were surrounded by nerve fiber connections in the control mice. In contrast, there were 1 or 2 rows of IHCs and 3–5 rows of OHCs in the transgenic mice, and the neurites around each HC grew out to the SR as seen in both coronal and axial sections (Fig. 4g–j). The stereocilia of the cochlear HCs were arranged as a recognizable “V”-shaped structure in OHCs and a “–”-shaped structure in IHCs in both groups, while the cilia of the regenerated HCs were slightly disorganized and out of alignment in the transgenic mice. Scanning electron microscopy was used to further visualize the cilia of newly regenerated HCs, and we found immature hair bundles in the new HCs at P7 (Fig. 4k–p). These results provide evidence for the status of newly generated HCs in vivo, which have similar but immature ciliary structures compared with WT mice. Additionally, the green fluorescence of the FM1-43FX dye was co-labeled with tdTomato after knockout of MST1/2 in Sox9+ SCs, which indicated that the new HCs had functional transduction channels (Fig. S8i).

A whole-cell patch-clamp experiment was performed in these supernumerary HCs. Sustained outward K+ currents were recorded in the newly generated HCs, similar to HCs over the course of development in the organ of Corti. These results indicated that regenerated HCs in vivo have some transduction channels and electrophysiological functionality (Fig. 4q–u).

### HC regeneration was enhanced by Hippo-off after HC damage in vitro

The effect of XMU-MP-1 in neomycin-damaged cochleae in vitro is illustrated in Fig. 5a. We found that many more Myosin7a+/Sox9-tdTomato+ cells were generated with XMU-MP-1 treatment compared to the control cochleae (Fig. 5b, c). Numerically, more Sox9-tdTomato+/Myosin7a+ cells were found in the XMU-MP-1-treated group, with a decreasing pattern from the apex to the base (Fig. 5d), thus indicating that large numbers of Sox9+ SCs had directly differentiated into HCs in response to XMU-MP-1.

**Fig. 5:**
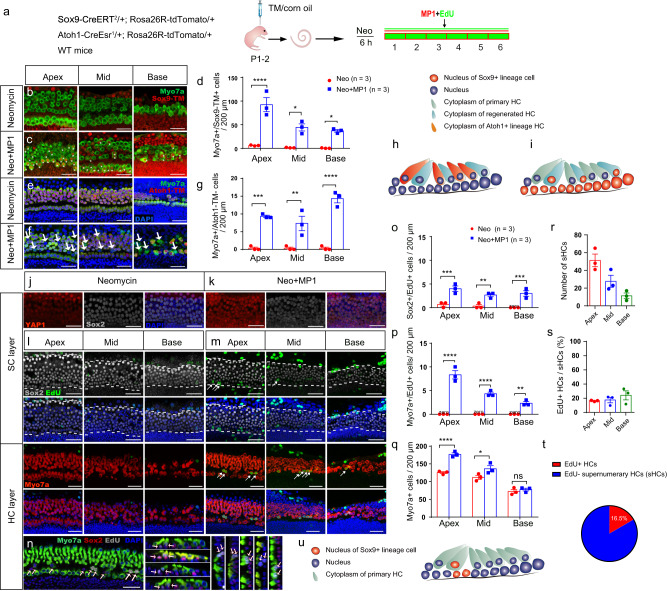
YAP nuclear translocation enhances HC regeneration after neomycin damage in vitro. **a** Sox9-CreERT^2^/+; Rosa26R-tdTomato/+ and Atoh1-CreEsr^1^/+; Rosa26R-tdTomato/+ mouse models were used to trace the SC and HC lineages. Tamoxifen was injected at P1 to activate tdTomato expression overnight, and the cochleae were harvested at P2 and then cultured in vitro. After neomycin exposure for 6 h, the cochlear explants were cultured with exogenous XMU-MP-1 or 0.5% DMSO for 5 days. **b**–**d** Compared with controls, the numbers of Myosin7a+/Sox9-tdTomato+ HCs were largely increased from the apical to basal turn in the XMU-MP-1-treated group analyzed with two-way ANOVA followed by Sidak’s multiple comparison test. **e**–**g** There were large numbers of Myosin7a+/Atoh1-tdTomato– HCs in the XMU-MP-1-treated groups compared to controls analyzed with two-way ANOVA followed by Sidak’s multiple comparison test. **h** The schematic diagram of Myosin7a+/Sox9-tdTomato+ HCs after XMU-MP-1 treatment. **i** The schematic diagram of Myosin7a+/Atoh1-tdTomato– HCs after XMU-MP-1 treatment. **j**, **k** The cochlear explants from P2 WT mice were harvested and then cultured. After neomycin exposure for 6 h, the explants were cultured with exogenous XMU-MP-1 or 0.5% DMSO for 24 h. Immunohistochemical staining results showed that the addition of XMU-MP-1 significantly increased the nuclear accumulation of YAP1 in Sox2+ SCs after neomycin injury. **l**, **m** After neomycin injury, the cochleae were cultured with DMSO or XMU-MP-1 for another 5 days, and 10 μM EdU was added the whole time to trace proliferating cells. In the control group with DMSO treatment, no proliferating HCs and very few SCs were detected. In the XMU-MP-1-treated group, there were some EdU+ SCs and HCs from the apical to basal turn. **n** The EdU+ HCs were mostly distributed in the tunnel between the inner and outer HCs, and they mostly appeared in pairs and stained with Sox2. **o**–**q** Compared with the control groups, there was a significant increase in the number of proliferating SCs and HCs after XMU-MP-1 addition in vitro analyzed with two-way ANOVA followed by Sidak’s multiple comparison test. The total number of HCs was significantly increased. **r**–**t** Only about 16% of HCs were EdU+ when compared with the increased proportion of HCs in the apical turn; sHC: supernumerary HC. **u** The schematic diagram of the mitotically regenerated HCs and proliferating SCs. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as mean ± SEM. Scale bars = 20 μm.

Atoh1, which is a member of the bHLH transcription family, is necessary and sufficient for early inner ear HC development^34^. In Atoh1-CreEsr^1^/+; Rosa26R-tdTomato/+ mice, we found that in the control group most of the HCs were Atoh1-tdTomato+, while in the transgenic mice the Myosin7a+/Atoh1-tdTomato– cells were in the tunnel between the IHCs and the OHCs (Fig. 5e–g). These results indicated that XMU-MP-1 significantly increased HC differentiation after neomycin insult, and the regenerated HCs were mostly differentiated from Sox9+ progenitors rather than from Atoh1-tdTomato+ HCs (Fig. 5h, i). The distribution of Sox9-tdTomato+ cells and Atoh1-tdTomato+ cells in the HC layer without neomycin damage were shown in Fig. S9a, b.

In WT mice, the addition of XMU-MP-1 significantly increased the nuclear accumulation of YAP1 in Sox2+ SCs after neomycin injury (Fig. 5j, k) and no Myosin7a+/EdU+ cells but a few Sox2+/EdU+ cells were found in the neomycin control group. Conversely, significantly increased numbers of both Sox2+/EdU+ and Myosin7a+/EdU+ cells were found in the XMU-MP-1-treated cochleae (Fig. 5l–q). Interestingly, almost all of the Myosin7a+/Sox2+/EdU+ cells were present together in pairs. In addition, we found that most of the mitotically proliferating HCs were located between the IHCs and OHCs, which is the region where the precursor cells are enriched^7^ (Fig. 5n). These results suggested that regulation of Hippo signaling might be a context-dependent SC proliferative regulator that induces significantly more SC proliferation in the case of damaged cochleae. Furthermore, mitotically generated HCs (EdU+/Myosin7a+/Sox2+) were clearly increased compared to the intact cochleae (Fig. S9c, d), but these were still not the major cell type resulting from YAP nuclear translocation-induced HC regeneration in vitro (Fig. 5q–u).

### Overexpression of *Yap* initiated supernumerary HCs

As the above results indicated, YAP protein was increased in the SC nucleus after neomycin damage (Fig. 1g–i). Additionally, XMU-MP-1 promoted YAP nuclear translocation in SCs in a dose-dependent manner not only in the intact condition (Fig. 2b–g), but also in the neomycin damage condition (Fig. 5j, k), which provided further strong evidence that YAP nuclear translocation is associated with HC regeneration.

We next tried to determine whether turning off Hippo initiated the generation of supernumerary HCs through stimulation of YAP nuclear translocation. Adenovirus was used as a vector for efficient transfection of the cochlear explants, and recombinant adenovirus (Ad-YAP, and Ad-YAP-GFP) were generated to overexpress Yap1. The optimal concentration of 3 × 10^9^ PFU/ml adenovirus was selected for further analysis (Fig. 6a–g). Significantly increased numbers of both Myosin7a+ cells and Myosin7a+/EdU+ cells were found in the Ad-YAP-treated cochleae (Fig. 6h–k). These results suggested that direct differentiation dominated HC regeneration compared to mitotically generated HCs.

**Fig. 6:**
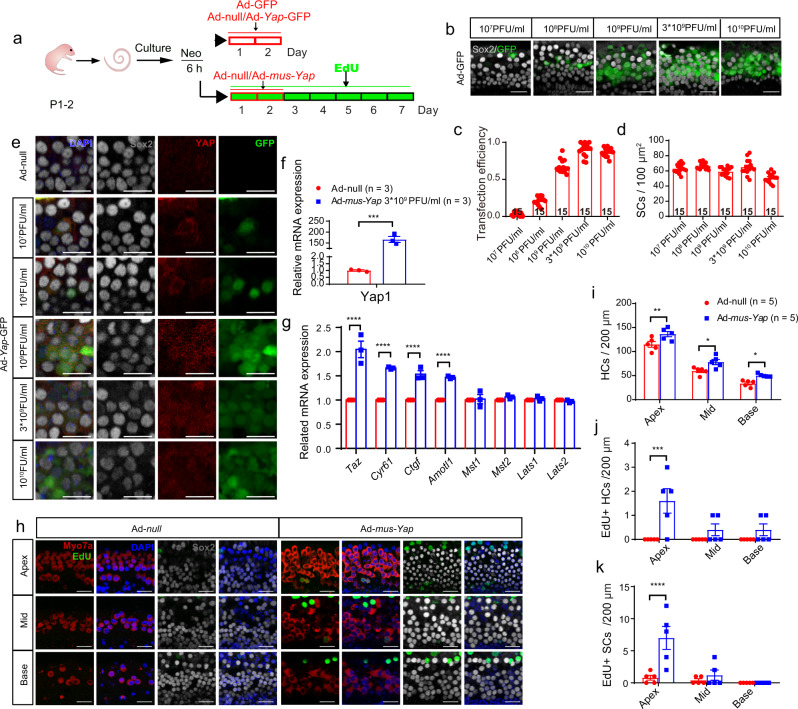
Overexpression of YAP initiated supernumerary HCs. **a** After neomycin exposure for 6 h, the cochlear explants were cultured with exogenous Ad-GFP/Ad-Yap-GFP for 48 h, and the transfection efficiency based on the GFP fluorescence was analyzed in Sox2+ SCs in the SR. **b**, **c** GFP+/Sox2+ cells were counted, and the results showed that the transfection efficiency increased with the increasing adenovirus concentrations (10^7^, 10^8^, 10^9^, 3 × 10^9^, and 10^10^ PFU/ml). **d** The numbers of Sox2+ SCs treated with different concentrations of adenovirus were calculated. It was found that the number of SCs decreased slightly at high concentration. **e**, **f** To upregulate the expression of *Yap*, the cochlear explants after neomycin insult for 6 h were treated with Ad-Yap-GFP for 48 h. One-sample *t* test was performed and showed that YAP was significantly increased with a concentration of 3 × 10^9^ PFU/ml adenovirus, and the distribution of YAP in the nucleus was significantly increased. **g** The relative mRNA expression level of Hippo signaling and downstream target genes after Ad-Yap-GFP treatment, and two-way ANOVA followed by Sidak’s multiple comparison test was performed to show the significant differences. **h**–**k** After neomycin exposure for 6 h, the cochlear explants were cultured with Ad-mus-Yap1 or Ad-null for 7 days, and 10 μM EdU was added the whole time to trace proliferating cells. In the control group with Ad-null treatment, no proliferating HCs or SCs were detected. In the Ad-mus-Yap1 treatment group, there were significantly more EdU+ SCs and HCs from the apical to basal turn analyzed with two-way ANOVA followed by Sidak’s multiple comparison test. Compared with controls, the number of HCs was significantly increased from the apical to the basal turn analyzed with two-way ANOVA followed by Sidak’s multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 20 μm in (**b**) and (**h**), Scale bars = 10 μm in (**e**).

### Notch pathway inhibition and Hippo-off synergistically promoted HC regeneration

In our previous study, we found that coordinated regulation of Wnt activation and Notch inhibition could promote HC regeneration in the postnatal mouse cochlea^7,35^. 

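Of the genes of the Fig. 7a network, 62 could be read in the figure, 37 drawn as Hippo, 14 as Wnt and 11 as Notch genes, and 28 of them passed an adjusted p-value under 0.05 and a fold change over 1.5 between the neomycin and control explants (edgeR quasi-likelihood test, Benjamini-Hochberg). By pathway, 14 Hippo genes were lower and 0 higher, 5 Wnt genes were lower and 2 higher, and 6 Notch genes were lower and 1 higher. Without a fold change threshold, 59 of the 62 passed, and 61 did so adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. For 59 of the 62 genes the values of the groups did not overlap. Because the genes were chosen on these samples, the 10% that chance gives is no null for them. Among all 15988 genes tested, the groups did not overlap for 43.5%. Yap1, Taz and Ctgf did not reach an adjusted p-value under 0.05. Yap1 had a log2 fold change of -0.15 (adjusted p = 0.116), which turned to 0.01 with a correction for gene length, and Ctgf had -0.30 (adjusted p = 0.0529). The mouse symbol Taz names tafazzin, and its log2 fold change was 0.14 (adjusted p = 0.175), while the Hippo co-activator TAZ is encoded by Wwtr1, with -0.12 (adjusted p = 0.198). Among the Notch genes, Flt1 had the lowest log2 fold change, -1.84 (standard error 0.22, adjusted p = 0.00013, edgeR), and Cxcl12 the highest, 0.82 (standard error 0.10, adjusted p = 0.000123, edgeR). Among the Wnt genes, Ptch1 had the lowest, -1.50 (standard error 0.19, adjusted p = 0.000168, edgeR), and Wnt6 the highest, 1.36 (standard error 0.35, adjusted p = 0.0127, edgeR). Wnt6 was at 0.658 ± 0.244 CPM in control and 1.70 ± 0.347 after neomycin (SD, n = 3), and without neomycin replicate 2 its adjusted p was 0.0629. Stmn1 had the highest log2 fold change of the Hippo genes, 0.43 (standard error 0.07, adjusted p = 0.000788, edgeR).

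**Figure D4:**
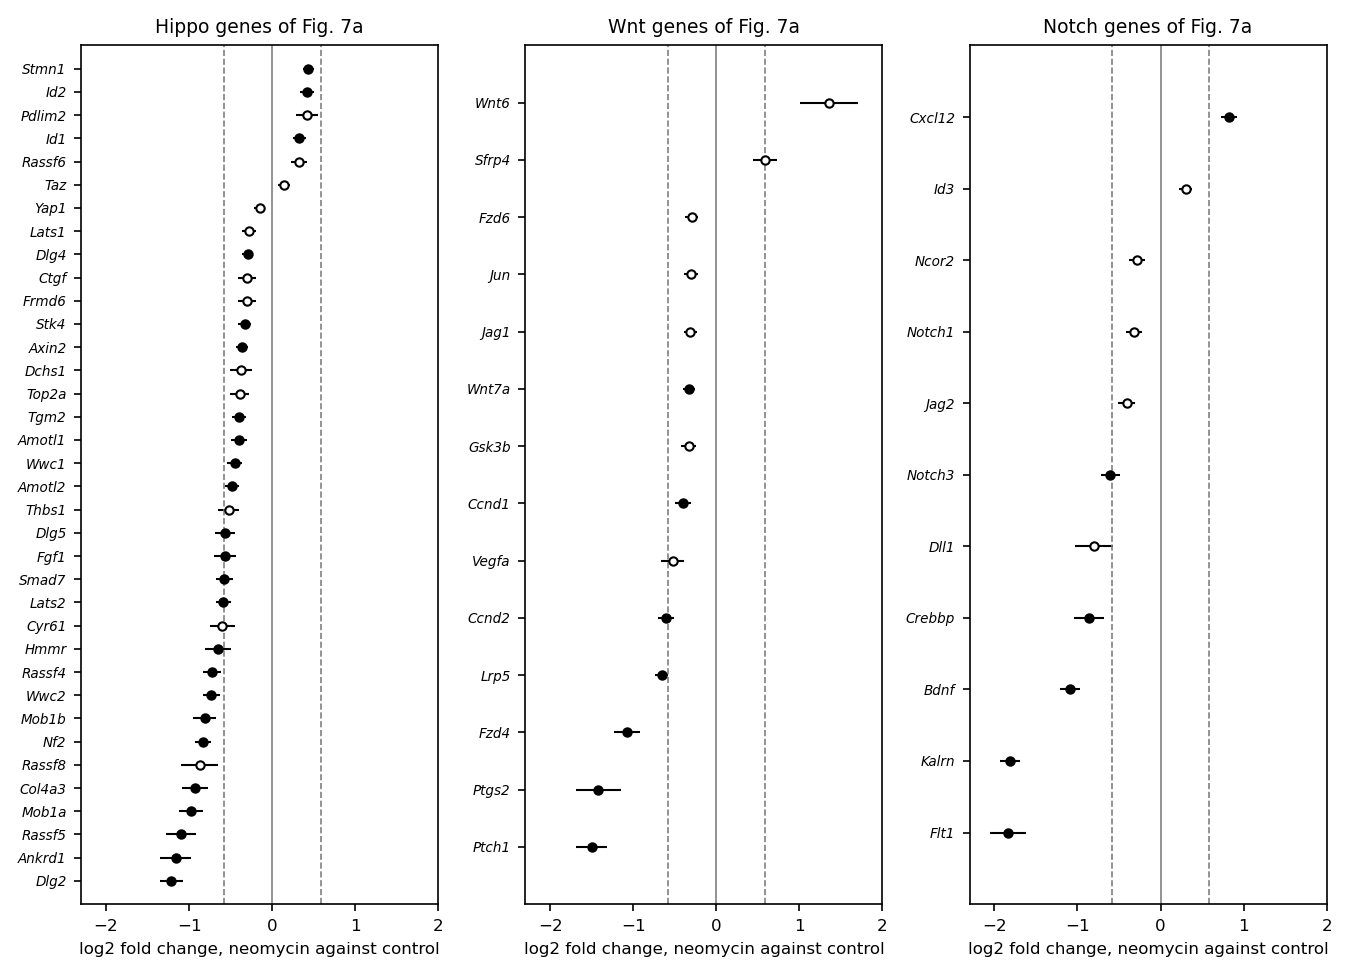
Log2 fold change (neomycin against control, 3 samples each) of 61 readable genes of Fig. 7a by pathway, with its standard error; filled points have an adjusted p-value under 0.01 and dashed lines mark a fold change of 1.5 in either direction. Of these, 51 lie left of 0 and 10 right of it.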

By analyzing the transcripts of cochleae after neomycin injury, protein interaction network analysis using STRING indicated that the expression of Hippo, Notch, and Wnt signaling pathway-related genes varied remarkedly in the regeneration process (Fig. 7a). The RT-qPCR results indicated that Hippo inhibition was accompanied by upregulation of genes related to HC transformation (*Atoh1*, *Brn3.1*), the Notch signaling pathway (*Jag1*, *Hes1* and *Hes5*), and *Yap/Taz* and its downstream effector genes (*ACTG* and *Amotl2*) in the XMU-MP-1-treated cochleae after neomycin insult (Fig. 7b).

**Fig. 7:**
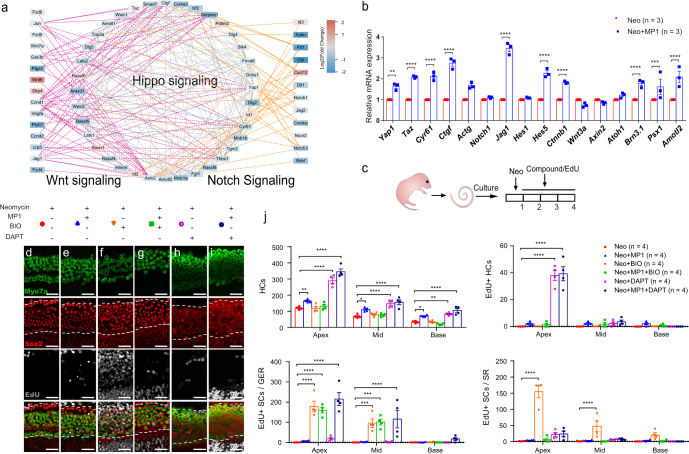
Notch pathway inhibition works synergistically with Hippo-off to promote HC regeneration. **a** Protein–protein interaction network analysis of differentially expressed genes of the Hippo, Notch, and Wnt signaling pathways. Purple lines indicate interactions between Hippo and Wnt genes, and orange lines indicate interactions between Hippo and Notch genes. The color of the nodes indicates the gene expression fold change. **b** The cochlear explants from P2 wild-type mice were harvested and then cultured. After neomycin exposure for 6 h, the explants were cultured with XMU-MP-1 or DMSO for 24 h. Related mRNA expression levels between XMU-MP-1 treated groups and controls are shown, and two-way ANOVA followed by Sidak’s multiple comparison test was performed to show the significant differences. **c** The cochlear explants from P2 WT mice were harvested and then cultured. After neomycin exposure for 6 h, the explants were cultured with exogenous compounds (including XMU-MP-1, BIO, or DAPT) or 0.5% DMSO for 3 days, and 10 μM EdU was added the whole time to trace proliferating cells. **d**–**g** The total numbers of HCs and EdU+ HCs were not significantly different between the XMU-MP-1-treated and XMU-MP-1/BIO-treated groups. **e**, **h**, **i** The number of regenerated HCs was significantly increased in the XMU-MP-1/DAPT-treated group when compared to the XMU-MP-1-treated group. j Two-way ANOVA followed by Dunnett’s multiple comparisons test was performed and showed that the upregulation of Wnt signaling by BIO could promote the proliferation of SCs. However, XMU-MP-1/DAPT co-regulation generated more HCs, including EdU+ HCs, and large numbers of proliferating SCs were found in the GER. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 20 μm.

Furthermore, we investigated the synergistic/antagonistic effects of turning off Hippo with other signals (Fig. 7c). Some proliferating SCs and regenerated HCs in the SR were observed when Hippo signaling was turned off alone (Fig. 7d, e, j), while large numbers of proliferating SCs (in the SR and GER) and nearly no direct-differentiated HCs were observed when the Wnt pathway was activated alone (with BIO) (Fig. 7f, j). We observed some proliferating SCs and regenerated HCs in the SR when turning off Hippo was combined with Wnt activation (Fig. 7g, j). The proliferation of SCs in the combined Hippo inactivation/Wnt activation group was significantly inhibited compared with Wnt pathway activation alone but resembled that in Hippo signaling pathway regulation alone, especially in the SR. Meanwhile, the directly differentiated HCs were not affected by Wnt activation, and their numbers were similar to those seen upon turning off Hippo signaling alone. These results indicate that there is no obvious synergistic effect of Wnt activation and Hippo inactivation.

Finally, some proliferating SCs and large numbers of directly differentiated HCs were observed in the SR when the Notch pathway was inhibited alone (Fig. 7h, j), and many proliferating SCs and regenerated HCs were observed when upregulation of Hippo was combined with Notch suppression (with DAPT) (Fig. 7I, j). Specifically, the proliferation of SCs was significantly reduced in the SR compared to that seen with Notch inhibition alone, but SC proliferation was mainly found in the GER. Also, the number of directly differentiated HCs increased significantly compared with turning off Hippo alone. These results suggest that there was a significant synergistic effect of Notch signaling on the Hippo pathway, especially in promoting the direct differentiation of SCs into HCs. In conclusion, Hippo/Wnt/Notch regulation, especially the combination of Hippo and Notch, appears to play an important role in inner ear HC regeneration.

## Discussion

Hippo-YAP signaling is an important regulator for tissue homeostasis, organ size, and stem cells^36^. Our previous RNA-sequencing analysis between neomycin-treated and intact Lgr5+ progenitors revealed that *Bmpr2*, *Wnt7a*, and *Fzd7* were upregulated, while *Id1*, *Id2*, and *Id3* were downregulated among the Hippo pathway genes^37^. In the present study, we focused on Hippo signaling, and 56 Hippo-related genes were shown to be associated with HC damage and self-repair processes. Our results indicated that the biological processes of damage and repair existed simultaneously in the damaged cochleae.

As a context-dependent regulator, Hippo signaling is involved in cell proliferation, differentiation, and apoptosis in various cell subtypes^38^. YAP, as the effector molecule of the Hippo pathway, is required for certain cell specifications during the very early phases of embryonic development^20,39^. Gnedeva et al. characterized the role of YAP in maintaining the proliferative state of organ of Corti progenitors before the establishment of the postmitotic prosensory domain^25^. In response to damage, Hippo-independent signaling may promote the effect of YAP to prevent malignant transformation^40^. Here we showed the intracellular pattern of YAP in neonatal mice (P2), with YAP mostly distributed in the cytoplasm and only weak signals in the cell nucleus. The YAP cytoplasmic-nuclear translocation was initiated by neomycin. These results suggest that YAP nuclear accumulation might play an important role in the process of HC damage and self-repair and that regulating YAP nuclear accumulation might be crucial for HC regeneration after damage.

Hippo signaling plays an important role in maintaining homeostasis and maintaining organ size through biochemical feedback loops^19,41^. It has been widely reported that Hippo signaling regulates organ size and reaches homeostatic levels by modulating proliferation, survival, and differentiation in the liver tissue of mammals^42–45^. A recent study highlighted the role of the *Yap/Tead* transcription factor complex, which is the effector molecule of the Hippo pathway, in maintaining inner ear progenitor cells during development^25,26^. Other studies have indicated that activation of YAP in postnatal cardiomyocytes can stimulate cardiomyocyte expansion in therapeutic myocardial regeneration^46,47^. Here we reported the role of *Yap* expression and localization after HC damage in neonatal mammalian cochlear cells. The downstream genes of the Hippo pathway were upregulated by XMU-MP-1, and this might be closely related to the SC reprogramming and HC regeneration process.

It has been reported that loss of upstream kinases or activation of YAP can regulate the growth and cell fate decisions in progenitor cells^39,48^. To investigate the effect of the Hippo signaling pathway in the inner ear, we pharmacologically inhibited the Hippo signaling pathway thus inducing YAP nuclear translocation in vitro, and we further employed *Mst1/2* conditional knockout mice to verify the role of Hippo inhibition in the inner ear in vivo. We observed a number of proliferating SCs, which was consistent with their known functions in regulating the growth and development of other organs^20^. More importantly, proliferative generation and direct differentiation of HCs from SCs was observed in transgenic mice in vivo, and YAP nuclear translocation could replenish the neomycin-damaged HCs in vitro. Specifically, over 80% of the increased HCs were non-proliferative, illustrating that direct differentiation was the dominant process of HC generation in response to Hippo inhibition and that this might be closely correlated with the limited proliferation of SCs. In addition, we used the Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+; Rose26-tdTomato/+ mouse lineage to show that almost all the supernumerary HCs originated from Sox9+ SCs. These results showed that Hippo inhibition could promote SC proliferation and induce supernumerary HC generation by maintaining the dynamic balance among different cell subtypes in the inner ear. Furthermore, our results demonstrated that YAP nuclear translocation could initiate more mitotic generation and direct differentiation into HCs to replenish the neomycin-damaged HCs, which might be a feedback mechanism regulated by Hippo signaling. HC regeneration resulted in reduced numbers of SCs and thus induced SC proliferation, which in turn led to new HC generation^49^. These processes might not exist independently but might instead influence each other through a dynamic balance within a closed loop.

It is notable that neomycin damage together with inactivation of MST1/2 kinases by XMU-MP-1 dose-dependently induces sensory cell fate acquisition mostly through direct differentiation of SCs, accompanied by some EdU+ HCs. However, in the undamaged cochleae, with MST1/2 knockout by transgenic method, we failed to find extensive cell proliferation except for a small number of proliferated SCs or immature supernumerary HCs. We hypothesized that this contradiction might be due to the difference between the neomycin-damaged and intact micro-environment. As reported previously, damage might trigger some HC regeneration mechanisms, especially in non-mammalian species such as birds and fish^50,51^. In contrast, mammalian HCs cannot be spontaneously regenerated. In the present study, we conclude that Hippo-off through MST1/2 inhibition or *Yap* overexpression induces YAP nuclear accumulation, especially in SCs, which induces a small number of supernumerary HCs without neomycin, or the numbers of HCs are increased with neomycin injury in vitro. Our results indicate that in the damaged condition, Hippo signaling might remove some barriers in SCs to drive them to directly differentiate into HCs. This mechanism needs to be further investigated in the future.

Structurally, there are neural connections between HCs and the auditory centers of the brain. In the Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+ mouse model, we found that newly generated HCs were able to promote neurite outgrowth. Importantly, the formation of nerve fibers was observed in vivo, which supports the hypothesis that the generation of supernumerary HCs in situ attracts connections between HCs and neurons, and this suggests that the new HCs could reconstruct neural connections and thus have the potential for restoring hearing loss. However, the regenerative ability of HCs is decreased rapidly with age in vivo and in vitro^12,13^. Future work should therefore focus on understanding the underlying mechanisms behind these processes in order to develop new strategies for recovering hearing in mammals.

In a previous study, mechano-activation of YAP/TAZ was reported to promote epidermal stemness through inhibition of Notch signaling^52^, and a large body of work has shown that the Hippo, Wnt, and Notch signaling pathways do not work independently and may influence each other^47,53–55^. It was also reported that activation of Wnt signaling promoted SC proliferation and that inhibition of Notch signaling stimulated HC regeneration^7,35^. Here, we investigated the influence of these two classical signaling pathways on the functions of Hippo in promoting regeneration. The cross-talk between YAP and Notch signaling influences cell development, cell differentiation, cell fate decisions, morphogenesis, inflammation, epithelial stromal interactions, and large-scale gene oscillations^56^. It has been reported that YAP/TAZ activates Jagged-1 expression and thus promotes Notch-dependent smooth muscle differentiation in the neural crest^55^. In our study, there was no obviously increased SC proliferation or HC regeneration in the SR upon combined regulation of the Wnt and Hippo pathways compared with the regulation of Hippo alone. However, there was greater SC proliferation and more HC regeneration in the SR in response to the combined regulation of the Notch and Hippo pathways compared to regulating a single signaling pathway at a time. These results suggest that inhibiting the Notch pathway has a synergistic and positive regulatory effect on Hippo signaling, and we will pursue further research on the sequential regulation of these pathways in order to directly verify these assumptions.

In conclusion, YAP nuclear accumulation in response to Hippo inhibition can promote mild SC proliferation and can induce supernumerary HC generation in neonatal mice, and it especially promotes direct SC trans-differentiation together with neomycin damage mainly in the apical to middle turns of the cochlea. We provide ample evidence for the positive effect of Hippo inhibition on HC regeneration and show the synergistic effect with the Notch and Wnt signaling pathways, which will hopefully lead to new strategies for promoting SC proliferation, HC regeneration, and reconnection with neurons in the mammalian inner ear.

## Methods

### Animals

All transgenic mice (Sup Table 1) were obtained from the Jackson Laboratory. For Cre activation, 15 µl tamoxifen (Sigma) dissolved in corn oil was intraperitoneally injected into P1–2 mice (40 mg/ml). For detecting proliferating cells, 20 µl of the thymidine analog EdU (Click-iT EdU Imaging Kit; Invitrogen) was intraperitoneally injected into P2–7 neonatal mice (5 mg/ml).

We complied with all relevant ethical regulations for animal testing and research. All animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee of Fudan University, and all efforts were made to minimize the number of animals used and to prevent their suffering.

### Genotyping and RT-qPCR

Transgenic mice were genotyped with genomic DNA extracted from tail tips using the Viagen DirectPCR DNA Extraction System (Viagen). The genotyping primers are provided in Supplementary Table 2.

Total RNA was extracted from the cochlea with the anlage of the stria vascularis, the modiolus, and the tectorial membrane removed using TRIzol (Ambion). cDNA synthesis and qPCRs were performed with the PrimeScript^TM^ II 1st Strand cDNA Synthesis Kit (Takara) and TB Green^TM^ Premix Ex Taq^TM^ II (Takara). Each PCR was carried out in triplicate, and the relative quantification of gene expression was performed using the ΔΔCT method with *Gapdh* as the endogenous reference. Primer pairs were designed using the online Primer3 software, and sequences are provided in Supplementary Table 3.

### Tissue culture

Cochleae of P2 neonatal mice were isolated under sterile conditions with the anlage of the stria vascularis, modiolus, and tectorial membrane removed with fine forceps, then placed onto 10 cm coverslips pre-coated with Corning® Cell-Tak™ Cell and Tissue Adhesive. Whole organs were cultured in DMEM/F12 medium supplemented with N2/B27 (Invitrogen) and ampicillin sodium solution (Sangon Biotech) in four-well Petri dishes. For HC insult, neomycin (1 mM, Sigma) was added after culturing for 12 h, and 10 µM EdU was added to detect proliferating cells. In the cochlear culture model in vitro, 1 mM and 5 mM XMU-MP-1 (Selleck), 5 µM DAPT (N-[N-(3,5-Difluorophenacetyl)-L-alanyl]-S-phenyl glycine t-butylester, a γ-secretase secretase inhibitor), and 5 µM BIO (6-Bromoindirubin-3’-oxime) were added to regulate the biological activity of the Wnt and Notch signaling pathways.

### Adenovirus incubation

To construct the recombinant Yap-overexpression adenovirus vectors, pAd/CMV/ V5-DEST Gateway® Vector, pAd/PL-DEST Gateway® Vector, and 293 cell lines (Invitrogen, Carlsbad, California, USA) were prepared. Mouse cDNA for *Yap* (NM_001171147CDS) was inserted into the adenoviral vectors. The digested vector and insert segments were ligated with T4 DNA ligase. Extensive extraction and packaging of the viral plasmids was performed, followed by collection and amplification. Finally, recombinant adenovirus with a titer of 1.2 × 10^10^ PFU/ml was obtained. For cochlear explant transfection, recombinant adenovirus (Ad-null, Ad-GFP, Ad-YAP, and Ad-YAP-GFP) was added to the medium and allowed to incubate for 48 h. The concentrations of recombinant virus were 10^7^, 10^8^, 10^9^, 3*10^9^, and 10^10^ PFU/ml. Tissues were prepared for immunohistochemical labeling and analyzed at 7 days after adenovirus incubation.

### Immunohistochemistry

Tissues were fixed with 4% paraformaldehyde in 0.1 M phosphate-buffered saline (PBS) for 10 min. After washing with PBS three times, the tissues were immersed in blocking solution consisting of 10% donkey serum and 1% Triton-X100 in PBS at pH 7.4 for 1 h at room temperature. The primary antibodies and secondary antibodies were diluted in 1% Triton-X100 in PBS overnight at 4 °C in a humidified chamber. After washing with PBS, tissues were mounted in antifade fluorescence mounting medium and cover-slipped. The primary antibodies used in our experiments were rabbit anti-Myosin7a (1:500 dilution) (Proteus Biosciences), goat anti-Sox2 (1:500 dilution) (Abcam), and mouse anti-YAP (1:50 dilution) (Santa Cruz). HC bundles were labeled with phalloidin (1:500 dilution) (Life Technologies), nerve fibers were labeled with Tuj1 (1:500 dilution) (Abcam), and nuclei were labeled with DAPI (1:500 dilution) (Sigma). The FM1-43 uptake experiment was performed using FM1-43FX, a fixable analog of the FM1-43 membrane stain (1:500 dilution) (Invitrogen).

### Scanning electron microscopy (SEM)

The cochlea was perfused immediately with 4% paraformaldehyde after the mouse was anaesthetized. The tissues were then immersed in 2.5% glutaraldehyde for SEM. The SEM samples were post-fixed in 1% phosphate-buffered OsO_4_, dehydrated in a graded ethanol series, dried, mounted onto an aluminum sheet, and sprayed with gold/palladium. SEM was performed using a ZEISS GeminiSEM 300 (Germany). The photos are shown in pseudo-color.

### Electrophysiology

To assess the functions of native HCs in WT mice and newly generated HCs in Mst1^fl/fl^/Mst2^fl/fl^; Sox9-CreERT^2^/+; Rosa26-tdTomato/+ mice, we performed patch-clamp recordings in excised organs of Corti. For these electrophysiological experiments, cochleae from P7 WT mice or transgenic mice were freshly dissected in DMEM/F12 and then bathed in extracellular solution containing (in mM): 135 NaCl, 5.8 KCl, 1.3CaCl_2_, 0.9 MgCl_2_, 0.7 NaH_2_PO_4_⋅H_2_O, 10 HEPES, 5.6 D-glucose, 2 Na-pyruvate (309 mOsm, pH was adjusted to 7.40 with NaOH). The apical and middle turns of the cochleae were then immobilized on the glass with cell-TeK (Sigma) and transferred to the recording chamber. Random native OHCs, SCs near the IHCs, and regenerated HCs in the apical turn were selected for recording.

Whole-cell patch-clamp recordings were made using Patchmaster software (HEKA Electronics) and the EPC10/2 amplifier (HEKA Electronics, Lambrecht Pfalz, Germany). Patch pipettes were 3–5 MΩ pulled from borosilicate glass capillaries (Sutter). The pipette filling solution contained (in mM): 112 K-methane sulfonate, 20 KCl, 10 HEPES, 2 ethylene glycol tetraacetic acid, 10 Na-phosphocreatine, 3 Mg-ATP, 0.5 Na-GTP (285 mOsm, pH was adjusted to 7.40 with KOH). The specimens were observed in an up-right microscope (Olympus) with Nomarski differential interference contrast optics (60× water-immersion objectives).

Cells were held at –80 mV for voltage clamp, and for total K+ current recording we used voltage steps from −120 mV to +50 mV at 10 mV per step. Experiments were carried out at room temperature, and voltages were corrected offline for a measured liquid junction potential of 6 mV (K internal).

Electrophysiology data were analyzed with Igor software (Pro 6.22) and GraphPad Prism6. For K+ current analysis, data were accepted if *R*_*s*_ was no greater than 20 MΩ. The data are reported as means ± SEM.

### RNA-sequencing and analysis

Six to eight cultured cochleae were collected to isolate the total RNA using the AllPrep DNA/RNA/Protein Mini Kit (QIAGEN) as reported in the previous study^32^.

Preliminary processing of raw reads was performed using Casava 1.8 (Illumina), and adapters and low-quality bases were trimmed using trimmomatic (version 0.23). Trimmed reads for each sample were aligned to the *Mus musculus* UCSC mm10 genome using Hisat2^50^. Aligned reads were counted with HTseq (doi:10.1093/bioinformatics/btu638) according to UCSC mm10 annotation. Differential expression analysis between conditions was performed using the DESeq2 R package (Love et al., 2014). Genes with an adjusted p-value (padj) < 0.05 and fold change >1.5 were considered to be differentially expressed. Gene Ontology analysis of significantly differentially expressed genes was done with DAVID (http://david.abcc. ncifcrf.gov/home.jsp). The Pheatmap R package was used to generate heatmaps. Protein–protein interaction (PPI) network analysis of differentially expressed genes in the Hippo, Notch, and Wnt signaling pathways was performed using STRING software.

In the functional enrichment analysis. The cutoff of 0.1 for the false discovery rate was used to include more potentially involved pathways.

### Western blot analysis

Total protein of the cochleae was isolated with RIPA (Beyotime) lysis buffer supplemented with PMSF (Beyotime). Protein concentrations were measured using a BCA protein assay kit (Beyotime), and proteins were separated on a BeyoGel™ Plus Precast PAGE Gel for Tris-Gly System (Beyotime) and transferred onto polyvinylidene difluoride membranes (Beyotime). The membranes were blocked with 10% nonfat dried milk in Tris-buffered saline with Tween 20 (TBST, 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, and 0.1% Tween 20) for 1 h at room temperature and then blotted overnight with primary antibodies at 4 °C. The primary antibodies were as follows: rabbit anti-Yap (1:1000 dilution) (CST), rabbit anti-phospho-Yap (1:1000 dilution) (Ser127) (CST), rabbit anti-LATS1 (1:1000 dilution) (CST), rabbit anti-phospho-LATS1 (1:1000 dilution) (Thr1079) (CST), rabbit anti-Cyr61 (1:500 dilution) (Santa Cruz), and goat anti-CTGF (1:500 dilution) (Santa Cruz). All blots derive from the same experiment and that they were processed in parallel.

### Image acquisition, cell counting, and statistical analysis

An SP8 confocal microscope was used to acquire florescent images. All of the images were labeled and digitally processed using ImageJ, Adobe Photoshop CS6, and Illustrator CC. The schematic diagram was drawn using the CDR software. The cell counts in the fluorescent images were performed using ImageJ. Total numbers of HCs, SCs, EdU+ cells, and double-stained cells were counted in 200 µm regions of the cochlea from the apical, middle, and basal turns.

Statistical analyses were performed using GraphPad Prism software. One-sample *t* tests and two-tailed unpaired Student’s *t* tests were used to determine statistical significance when comparing two groups, and one-way and two-way ANOVA were used when comparing more than two groups. A value of *p* < 0.05 was statistically significant. Data are shown as the mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

REPORTING SUMMARY

Supplementary Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA-sequencing analysis data have been deposited in the GEO public database repository (accession number GSE213784).

# Supplementary material for: Loss of Mst1/2 activity promotes non-mitotic hair cell generation in the neonatal organ of Corti
**Source:** NPJ Regen Med. 2022 Oct 25;7:64. doi: 10.1038/s41536-022-00261-4
**Supplement:** Supplementary file 1 — REPORTING SUMMARY

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Leica SP8 confocal microscope for immunofluorescent figures, Photoshop cc2018 and ImageJ for imaging.

Data analysis GraphPad prism 5.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during or analysed during the current study are available from the corresponding author on reasonable request

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

☐ ☒ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

### Methods

n/a Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used

Validation

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                        |
|-------------------------|------------------------------------------------------------------------|
| Laboratory animals      | We have listed all the animal strains in supplementary table 1.        |
| Wild animals            | N/A                                                                    |
| Reporting on sex        | N/A                                                                    |
| Field-collected samples | N/A                                                                    |
| Ethics oversight        | The Animal use protocols were approved by the IACUC of our university. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

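RNA was measured in 6 samples of cochlear explants from mice, 3 control and 3 treated with neomycin, each a pool of explants. The authors called bases with Casava, trimmed adapters and low-quality bases with trimmomatic, aligned the reads to the UCSC mm10 genome with Hisat2 and counted them on the UCSC mm10 annotation with HTSeq. The authors deposited counts, whole numbers of reads per gene symbol, without normalization. The paper's text does not name the strand setting of the counting, the handling of reads that match several places, or the date of the annotation. Genes with near-identical copies, such as the ribosomal proteins with their many pseudogenes, and genes that overlap another gene can therefore have lost or gained reads. The table holds 24421 symbols and no summary line. Every column of the table belongs to a mapped sample.

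Total counts per sample ran from 50471116 to 66068108, with a median of 56521822 in the control group and 55796831 in the neomycin group. At this depth a gene with 3 counts or fewer in every sample of a group was taken as at the floor. Of the differentially expressed genes, 6 had a group at the floor, 2 in control and 4 after neomycin, and none of them is named. Intervals and floors cover counting error only.

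From the counts, libraries were scaled with TMM and genes were filtered with filterByExpr in edgeR 4.0.16 under R 4.3.3. The main test was edgeR's quasi-likelihood test of neomycin against control with Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were the size of the log2 fold change divided by the square root of the F statistic. Group means are CPM, counts scaled by TMM to a common library size. A call needed an adjusted p-value under 0.05 and a fold change over 1.5, and for the genes of Fig. 1f an adjusted p-value under 0.01. Principal components came from the variance stabilizing transformation of DESeq2 1.42.0, blind to the groups, over the 500 most variable genes.

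Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with Benjamini-Hochberg adjustment over the 20 lists with at least 5 tested genes, and with fry. The share of differentially expressed genes in a list was compared with the other genes tested by Fisher's exact test, which treats genes as independent. The lists were core Hippo genes, Hippo pathway, YAP targets, Notch pathway, Wnt pathway, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis factors, small nuclear ribonucleoproteins, hnRNP genes, proliferation, HC markers, supporting cells, neurons, Schwann cells and glia, macrophages, mesenchyme, endothelium, p53 targets and immediate early genes. A list of erythroid genes, with 1 gene tested, and a list of mitochondrially encoded genes, with 0 genes in the table, were not tested. Camera was also run over the mouse Reactome sets supplied with fgsea 1.28.0. The gene lists of Fig. 1f and Fig. 7a were read from the figures.

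The genes named are those the paper names, those of the lists, and, by a rule set before the data were examined, the 5 genes with the largest rise and the 5 with the largest fall in log2 fold change among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the groups. Sex-linked genes were chosen later.

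Alternatives set before the data were examined were DESeq2's Wald test, limma-voom, other scalings, other filters, other thresholds, the replicate number as a block, each sample left out in turn, and a correction that removes from each sample the trend of its log2 ratio on exon length (lowess, span 0.3), for which 99.2% of the tested genes had a length. A correction for GC content of the transcript was added after the data were examined. Other splits of the 6 samples into 3 against 3 were also fitted, 10 in all with the real one.

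The code was tested on simulated data with 200 changed genes among 15988. The edgeR test recovered 181 of the 200 with 5 false calls, and called 1 gene where nothing was changed. A length trend put into simulated counts of 15917 genes had a slope of -0.8 and was left at -0.00186 after the correction. In simulated counts of 15899 genes, 7 of 200 unchanged lists had a p-value under 0.05 by camera. These lists were random and each gene was simulated independently of the others. The simulation therefore does not show how often camera calls unchanged lists whose genes vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.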

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

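The comparisons with possible explanations in this part were chosen after the results were seen. The rule that picked the genes, the edgeR test and the gene length correction were set before the data were examined. The genes with the largest rises after neomycin are not discussed in the paper and lay above their level in the control samples. Ly6g6c, on chromosome 17 from 35065388 to 35070050, went from 0.283 ± 0.165 to 3.56 ± 0.217 CPM (SD, n = 3), a log2 fold change of 3.62 (standard error 0.37, adjusted p = 3.83e-05, edgeR quasi-likelihood test), and Mpig6b overlaps it on the opposite strand. Otos, on chromosome 1 from 92644218 to 92648841, went from 85.2 ± 30.7 to 550 ± 100 CPM, a log2 fold change of 2.69 (standard error 0.21, adjusted p = 5.01e-06, edgeR). Umodl1, on chromosome 17 from 30954640 to 31010710, went from 9.36 ± 1.01 to 57.7 ± 8.11 CPM, a log2 fold change of 2.63 (standard error 0.12, adjusted p = 5.13e-08, edgeR). Myoc, on chromosome 1 from 162639155 to 162649693, went from 1.19 ± 0.464 to 6.32 ± 3.30 CPM, a log2 fold change of 2.39 (standard error 0.36, adjusted p = 0.000683, edgeR), and Myocos overlaps it on the opposite strand. Il13ra2, on chromosome X from 147383476 to 147429192, went from 1.25 ± 0.0857 to 5.75 ± 1.06 CPM, a log2 fold change of 2.20 (standard error 0.21, adjusted p = 2e-05, edgeR). All 3 neomycin samples lay above all 3 control samples for each of these genes, which was a condition of choosing them.

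The tables argue against a trend with gene length as the whole cause, since with that trend removed the smallest of the 5 log2 fold changes was 2.05. The tables also argue against an even rise of mesenchyme, Schwann cells and glia, neurons, endothelium or macrophages. No gene of these 5 lists had a log2 fold change over 0.93, against at least 2.20 for the 5 genes. More of a subtype within these tissues is left open, as the mesenchyme genes alone ran from -1.20 to 0.64. Other tissue from outside the sensory epithelium is left open, as the mesenchyme median of -0.22, over 13 falling and 7 rising genes, does not cover it. Reads from the overlapping genes were not tested. A change of expression after damage stays open, as does the cell type in which these genes rose, and no test here bears on either.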

How the results depend on the processing

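Of 1024 comparisons of a result with its value under an alternative, 931 kept their direction and their side of the threshold or moved by less than the spread, 53 became weaker, 21 stronger, 11 moved and 8 reversed. For shares of variance the spread is the SD over the 6 fits that each left out a sample, 1.67 for PC1 and 1.17 for PC2. This spread, and the rule that a list counts as reversed when the sign of its median changes, were chosen after values were seen. The causes of the changes below were not tested unless the alternative itself shows them.

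With a stricter threshold in edgeR's glmTreat, 380 genes were differentially expressed against 1413, and without the fold change threshold 4629. Across the 6 fits that each left out a sample the count ran from 1037 to 1672, with 1037 without control replicate 2, 980 of them among the 1413. In that fit 237 genes were higher and 800 lower, against 513 and 1159 without control replicate 3. With library size only, 233 were higher and 1247 lower. Of the genes of Fig. 1f, 22 passed an adjusted p-value under 0.05 with a fold change over 1.5, and 27 passed 0.01 with the gene length correction, against 41. With a sample left out, from 17 (without neomycin replicate 2) to 42 (without control replicate 3) passed, with 18 without control replicate 2, 26 without neomycin replicate 3 and 27 without control replicate 1. Of the genes of Fig. 7a, 59 passed without the fold change threshold against 28, 21 with the gene length correction, and from 22 to 31 with a sample left out.

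PC1 held 51.1% with log2 CPM, 66.0% with all genes with at least 10 counts, 81.3% with the 2000 most variable genes and 84.2% with genes scaled to unit variance, and from 84.7% to 89.1% with a sample left out. PC2 held 18.0%, 13.2% and 8.97% under the first 3 of these alternatives, and from 5.91% to 8.55% with a sample left out.

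With the correlation between genes estimated, camera called 0 lists against 11, with 2 at an unadjusted p under 0.05; the medians stayed at -0.20 for core Hippo genes, -0.25 for the Hippo pathway, -0.34 for YAP targets, 0.34 for cytosolic ribosomal proteins, 0.29 for mitochondrial ribosomal proteins, 0.34 for small nuclear ribonucleoproteins, -0.27 for proliferation, -1.62 for HC markers, 0.48 for macrophages, -1.27 for endothelium and -0.31 for immediate early genes. Fry lost the cytosolic ribosomal proteins (0.34), proliferation (-0.27) and immediate early genes (-0.31) and gained Notch (-0.13). With the gene length correction core Hippo genes (-0.14) were lost, hnRNP genes (0.16) and p53 targets (-0.20) were gained, and Schwann cells and glia turned to -0.0126. With library size only, ribosome biogenesis factors (-0.0122), hnRNP genes (-0.0004) and supporting cells (-0.0482) turned below 0, which follows from a shift of -0.0691 in the median of all genes under that scaling, and immediate early genes (-0.38) were lost. With no filter supporting cells were at -0.0264, and with at least 10 counts in every sample immediate early genes (-0.31) were lost. With a sample left out, the call changed in at least 1 fit for 6 lists, called without neomycin replicate 1 for Notch (-0.15), control replicate 2 or 3 for ribosome biogenesis factors (0.08, 0.0917), control replicate 3 for neurons (-0.48) and mesenchyme (-0.31), and control replicate 1 or neomycin replicate 3 for p53 targets (-0.24, -0.26). Immediate early genes were not called without control replicate 2 (-0.16), neomycin replicate 1 (-0.24) or neomycin replicate 2 (-0.30). The medians with a sample left out ran from -0.15 to -0.0622 for Notch, 0.0369 to 0.0917 for ribosome biogenesis factors, -0.48 to -0.10 for neurons, -0.31 to -0.11 for mesenchyme, -0.26 to -0.16 for p53 targets and -0.39 to -0.16 for immediate early genes.

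The labels do not say that same-numbered control and neomycin samples share an animal or a batch, so the replicate number was not used as a block in the results above. The correlation of the deviations of same-numbered samples from their group means was 0.165, 0.0264 and 0.0949 for replicates 1, 2 and 3, where over 0.1 in each was asked for. PC2 and the trend with gene length follow the replicate number in both groups, so an effect shared by same-numbered samples is not excluded. With the replicate block, 1465 genes were differentially expressed, 49 Fig. 1f genes passed 0.01, 27 Fig. 7a genes passed, Lats1 had an adjusted p of 0.00584, and ribosome biogenesis factors (0.0547) became called; with the block and the length correction, 19 Fig. 7a genes passed, and core Hippo genes (-0.14), hnRNP genes (0.16), p53 targets (-0.20) and Schwann cells and glia (-0.0176) stood as with the length correction alone. The log2 fold change of Yap1 turned to 0.0138 with the gene length correction and to 0.0144 with the replicate block added.

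The number of samples limits the exact tests, since 3 against 3 cannot go below p = 0.1. The 9 other splits of the 6 samples gave 0 differentially expressed genes, with 88 to 1663 at an unadjusted p under 0.05, so 1 of the 10 splits gave as many as the real one, and the same held for the genes of Fig. 1f and of Fig. 7a (at most 6 and 10 at an unadjusted p under 0.05 in the other splits). For the lists, 3 of the 10 splits gave as many calls as the real one. Each other split keeps part of the difference between the groups, so these counts are no clean null.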

Differences from the paper's values

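PC1 and PC2 held 86.0% and 6.56% of the variance, where the paper gives 86% and 7%. The legend of Fig. 1f gives an FDR under 0.01 for its genes. Here 41 of the 56 genes passed that threshold, with the label Mst1 scored as Stk4. Another 15, Lats1 among them, had an adjusted p-value between 0.0106 and 0.0480 (edgeR quasi-likelihood test, Benjamini-Hochberg). DESeq2 called 4 of the 15 at 0.01 and the fit with the replicate block 8. Over all settings that were run, 10 of the 15 were called by at least 1 and 5 by none.

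The paper gives the genes of the Fig. 7a network as differentially expressed, and its methods ask for a fold change over 1.5. Here 34 of the 62 readable genes did not pass, 31 of which had an adjusted p-value under 0.05; Yap1, Taz and Ctgf did not. Without the fold change threshold 59 of the 62 passed. With DESeq2, Ctgf had an adjusted p of 0.0191. Yap1 passed an adjusted p-value under 0.05 with library size only (0.0393) and with the replicate block (0.0444), and Taz with the gene length correction and the replicate block (0.0451) and without control replicate 3 (0.0462), none of them past a fold change of 1.5.

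The paper reports ribosome biogenesis and the ribonucleoprotein complex as raised, from its volcano plot and Gene Ontology analysis. The Gene Ontology sets were not used here, so counts of single genes in the lists do not test that enrichment. For enrichment the paper's methods used a looser false discovery rate cutoff than 0.05. The biogenesis factors (camera, adjusted p = 0.0917) would pass that looser cutoff. At the methods' thresholds 0 of the 79 cytosolic ribosomal protein genes and 0 of the 116 ribosome biogenesis factors were differentially expressed (also 0 at an unadjusted p under 0.05 with that fold change). Of all 15988 genes tested 358 were called higher. Without the fold change threshold, 44 of the 79 ribosomal protein genes and 52 of the 74 mitochondrial ribosomal protein genes were higher (Fisher's exact test, unadjusted p = 1.44e-19 and 5.73e-30). Of the 116 biogenesis factors, 12 were higher (Fisher's exact test, unadjusted p = 0.488). Fisher's test treats genes as independent replicates, so these values do not measure the spread between samples. Under fry the adjusted p-values were 0.113 for the cytosolic and 0.0312 for the mitochondrial ribosomal proteins, and 0.323 for the biogenesis factors. The cytosolic median went from 0.34 to 0.14 with the gene length correction, and its groups of samples overlapped.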

Other observations

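The tests of the endothelial and macrophage genes, of YAP targets and of the direction of all differentially expressed genes were chosen after the results were seen. The tests of a length trend on Fig. 1f, ribosomal genes and HC markers, of HC loss and dividing cells, and of other splits were written down before their results were seen, while the GC correction was added after the data were examined.

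Samples differed in a trend with gene length. Across 15865 genes, the log2 fold change after neomycin had a Spearman correlation of -0.406 with exon length, and across 15862 genes one of -0.00602 with transcript GC content; genes are not independent replicates. The median log2 fold change fell from 0.24 in the fifth of genes with the shortest exons to -0.19 in the fifth with the longest. The correlation of each sample's deviation from the mean of all samples with length was 0.438, 0.349 and 0.00691 in control replicates 1, 2 and 3 and -0.157, -0.364 and -0.416 in neomycin replicates 1, 2 and 3, so it also varied within the groups. With this trend removed, 65.9% of the Fig. 1f genes with an adjusted p-value under 0.01 kept it, and with a GC trend removed 95.1% did. The median of the cytosolic ribosomal proteins went from 0.34 to 0.14 with the length trend removed and to 0.35 with the GC trend removed. The median of the ribosome biogenesis factors, 0.06, was near 0 before either correction (0.0041 and 0.0598 after), so neither value decides. The GC correction moved a gene by a median of 0.02, under the median standard error of 0.10, so these values test nothing about GC. For length, part of each pattern moved with the trend and part did not, and the trend and an effect of neomycin on short transcripts cannot be told apart. A difference in RNA quality between libraries is a candidate explanation that no file here tests. The excess of lower over higher genes is not explained by length, since 19.7% of the differentially expressed genes were higher with the length trend removed, against 25.3%.

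HC marker genes fell, with a median log2 fold change of -1.62 for 40 genes, 36 of them differentially expressed. The 36 supporting cell genes had a median of 0.02 (camera, adjusted p = 0.906), with 18 rising and 18 falling. Single supporting cell genes did change, as 17 had an adjusted p-value under 0.05, and 2 were called higher and 5 lower. The order of these lists is the one that loss of HCs would give, and the test for it could have come out the other way. By staining, the paper reports HC loss after neomycin, with a significant difference in the middle and basal turns (Fig. 1b, c). Whether lower expression within surviving HCs adds to the fall stays open. With the length trend removed the HC median was -1.67, which argues against that trend as the cause, and with the GC correction, which moved little, it was -1.62. In the 9 other splits of the samples the largest median of this list was 0.58 in size. Neuron genes had a median of -0.32 (camera, adjusted p = 0.168), and -0.48 without control replicate 3 (adjusted p = 0.0304).

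Endothelial genes fell, with a median log2 fold change of -1.27 for 18 genes, 10 of them differentially expressed, in all 3 neomycin samples (camera, adjusted p = 3.16e-06; fry, 0.00634). An even loss of tissue from outside the sensory epithelium as the whole cause is argued against, since the mean log2 CPM of the endothelial list less that of the mesenchyme list was at most -0.98 in each neomycin sample and at least -0.26 in each control sample. Less that of the neuron list it was at most -0.86 against at least -0.21. A smaller or uneven loss of such tissue stays open, as the mesenchyme and neuron lists also lay lower in every neomycin sample than in every control sample. The medians were -0.22 for 20 mesenchyme genes (camera, adjusted p = 0.108; -0.31 and 0.0304 without control replicate 3) and 0.10 for 14 Schwann cell and glia genes (camera, adjusted p = 0.516; -0.01 with the length correction), with genes going both ways. A loss of endothelial cells or a lower expression in them stays open. Flt1, drawn as a Notch gene in Fig. 7a, is in this list. Macrophage genes rose, with a median of 0.48 for 19 genes (camera, adjusted p = 0.00125; fry, 0.0312), 0.26 with the length correction. A larger share of every remaining cell type after HC loss would raise all other lists alike. The mean log2 CPM of the macrophage list less that of the mesenchyme list was at least 0.43 in each neomycin sample and at most 0.21 in each control sample, which argues against it, and less that of the supporting cell list it was at least 0.20 and at most 0.09. A change in the macrophages themselves stays open. Top2a, Cenpf, Ect2 and Hmmr, drawn as lower in Fig. 1f, are 4 of the 39 genes of the proliferation list.

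The proliferation list had a median log2 fold change of -0.27, with 34 of 39 genes falling (camera, adjusted p = 0.00019; fry, 0.0998). More dividing cells across the whole explants at the time of sampling would have needed a median above 0. A rise in a few supporting cells, such as the paper counted with EdU, need not have raised it. With a sample left out the median ran from -0.35 to -0.22, and with the gene length correction it was -0.29. In 2 of the 10 splits, the real one among them, the median was as large in size. Each other split keeps part of the difference between the groups, so the splits do not decide. As fry did not call the list, a change in dividing cells stays open. YAP targets had a median of -0.34, with 17 of 22 falling, while the paper reports more YAP in the nuclei of supporting cells at an earlier time. Higher YAP activity across the explants 5 days after neomycin is argued against by this value, in RNA of whole explants; a change in supporting cells alone stays open. The 20 p53 targets had a median of -0.22 (camera, adjusted p = 0.106), which was -0.24 and called without control replicate 1 and -0.26 and called without neomycin replicate 3. For 17 immediate early genes the median was -0.31 (camera, adjusted p = 0.0415), and they were not called without control replicate 2 (-0.16), neomycin replicate 1 (-0.24) or neomycin replicate 2 (-0.30).

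The heatmap of Fig. 1f labels a column Mst1 that is lower after neomycin. Stk4, which encodes the kinase MST1, fell in all 3 neomycin samples below all 3 controls, with counts of 2490 to 2799 against 3228 to 4070, while the gene with the symbol Mst1 rose from 4 to 17 counts in control to 17 to 29. The figure's direction is that of Stk4. The Taz node of Fig. 7a stands for the symbol of tafazzin or for Wwtr1, and neither had an adjusted p-value under 0.05 with edgeR and TMM over all 6 samples without a correction or block. Wwtr1 passed with library size only (0.0495), and Taz in 2 alternatives, 1 of them without control replicate 3 (0.0462). No biological explanation was tested.

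The pools of pups differed in sex-linked genes, chosen after the data were examined. Kdm5d ran from 13.5 to 21.6 CPM in control and from 5.92 to 11.7 after neomycin, with a log2 fold change of -0.93 (adjusted p = 0.0126, edgeR), and Uty had -0.78 (adjusted p = 0.0215). Ddx3y had -0.77 (adjusted p = 0.048), Eif2s3y -0.36 (adjusted p = 0.333) and Xist 0.12 (adjusted p = 0.812). The exact two-sided permutation test gave p = 0.1 for Kdm5d and Uty, the smallest that 3 against 3 allow. The share of male pups per pool is not given in the labels, and no biological explanation was tested.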
